# Cerebral cortex and blood transcriptome changes in mouse neonates prenatally exposed to air pollution particulate matter

**DOI:** 10.1186/s11689-021-09380-3

**Published:** 2021-08-24

**Authors:** Amin Haghani, Jason I. Feinberg, Kristy C. Lewis, Christine Ladd-Acosta, Richard G. Johnson, Andrew E. Jaffe, Constantinos Sioutas, Caleb E. Finch, Daniel B. Campbell, Todd E. Morgan, Heather E. Volk

**Keywords:** nPM, RNA sequencing, Cerebral cortex, Blood

## Abstract

**Background:**

Prenatal exposure to air pollutants is associated with increased risk for neurodevelopmental and neurodegenerative disorders. However, few studies have identified transcriptional changes related to air pollutant exposure.

**Methods:**

RNA sequencing was used to examine transcriptomic changes in blood and cerebral cortex of three male and three female mouse neonates prenatally exposed to traffic-related nano-sized particulate matter (nPM) compared to three male and three female mouse neonates prenatally exposed to control filter air.

**Results:**

We identified 19 nPM-associated differentially expressed genes (nPM-DEGs) in blood and 124 nPM-DEGs in cerebral cortex. The cerebral cortex transcriptional responses to nPM suggested neuroinflammation involvement, including CREB1, BDNF, and IFNγ genes. Both blood and brain tissues showed nPM transcriptional changes related to DNA damage, oxidative stress, and immune responses. Three blood nPM-DEGs showed a canonical correlation of 0.98 with 14 nPM-DEGS in the cerebral cortex, suggesting a convergence of gene expression changes in blood and cerebral cortex. Exploratory sex-stratified analyses suggested a higher number of nPM-DEGs in female cerebral cortex than male cerebral cortex. The sex-stratified analyses identified 2 nPM-DEGs (Rgl2 and Gm37534) shared between blood and cerebral cortex in a sex-dependent manner.

**Conclusions:**

Our findings suggest that prenatal nPM exposure induces transcriptional changes in the cerebral cortex, some of which are also observed in blood. Further research is needed to replicate nPM-induced transcriptional changes with additional biologically relevant time points for brain development.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s11689-021-09380-3.

## Background

Poor air quality remains a leading global risk factor of mortality and disability in humans [1]. The gestational period is one of the most vulnerable life-stages for air pollution exposure, with potential long-term impacts on human health [2]. Several meta-analyses have shown that prenatal air pollution exposure is associated with premature birth [3], low birth weight [4], and other longer-term health outcomes including cardiovascular disease [5, 6], elevated blood pressure [7, 8], and childhood cancer [9, 10]. A growing body of research further indicates that prenatal air pollution exposure, and particulate matter (PM) specifically, may affect brain processes throughout life. Prenatal exposure to PM has been associated with an increased risk of autism spectrum disorder (ASD) [11–15], childhood hyperactivity [16, 17], and cognitive impairments [18–20]. Moreover, there is a dose-response relationship between prenatal PAH exposure and subsequent reductions in brain white matter surface, attention deficits, and hyperactivity in childhood [17, 21, 22]. Numerous epidemiological studies have reported sex-specific toxicity of prenatal air pollution exposure [23–26]. For example, while boys show increased air pollution-mediated cognitive decline in attention domains [24, 27], girls show more vulnerability in memory domains [24]. ASD is also diagnosed 4 times more often in males than in females, and air pollution exposure is a major contributor to ASD risk [11–15].

Studies from animal models similarly show effects of air pollution on the developing brain. Prenatal exposure to urban particulate matter (PM2.5 or PM0.2) caused impaired neurogenesis, blood-brain barrier leakage, hippocampal mitochondrial damage, ventriculomegaly, and neuroinflammation during adulthood [28–32]. These changes were accompanied by spatial memory deficits and depressive behaviors [28, 30]. Several developmental effects of prenatal air pollution exposure have been reported, including depressive behaviors [30], excess body weight [31], neurogenesis decline [33], hypermyelination [34], neuroinflammation [35], microgliosis [35], and astrogliosis [36].

Despite the animal model and observational epidemiology associations, there is a lack of information about molecular changes in brain tissue in response to prenatal air pollutant exposure. Prior microarray analysis of frontal cortex tissue autopsies from children and young adults with different air pollution exposure levels identified around 134 differentially expressed genes; the genes were predominantly part of inflammation and antioxidant response pathways [37]. Because air pollution data in humans is not controlled, rodent models have been used to define brain transcriptome changes related to prenatal air pollutant exposure. Similar to human studies, changes in inflammatory genes have been identified. For example, in a study of adult rat brains, chronic exposure to PM0.2 changed the expression of some genes related to inflammation, calcium channels, and glutamate receptors [38]. Chronic diesel exhaust inhalation caused gene expression changes related to inflammation of adult mice olfactory bulbs [39]. However, there is a lack of assessment of gene expression changes in neonates in both brain and blood following gestational air pollution exposure. Here, we seek to identify transcriptome changes that occur in a rodent model, across both brain and blood tissues of the neonates, following prenatal exposure to nano-size particulate matter (nPM). The siblings of these animals showed chronic weight and fat gain, plus a male-specific depressive behavior and glucose intolerance [40]. Thus, the current study focuses on the neonate siblings to identify the initial brain and blood responses that can be used as biomarkers or therapeutic targets. Moreover, this study will inform interpretation and comparison of results across rodent and human studies where only peripheral blood tissues are accessible. For the first time, we aim to identify initial transcriptome responses to prenatal air pollution exposure in early developmental stages.

## Methods

### Animals and ethics statements

Male and female C57BL/6NJ mice were purchased from Jackson Laboratory. The experimental protocols were approved by the University of Southern California Institutional Animal Care and Use Committee (protocol #11992 and 20720). The study followed the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health.

### Particulate matter collection

nPM is a nano-sized (diameter < 200 nm) particulate matter sub-fraction of ambient air pollution collected near CA-110 Freeway in Los Angeles following prior protocols [41]. Briefly, nPM was collected on Teflon filters and resuspended in water using sonication. For animal exposure, the suspended nPM was re-aerosolized at 300 μg/m^3^ concentration. While this dose is relatively high, the 3 weeks of intermittent exposure during pregnancy (5 h/day, 3 days/week) to 300 μg/m^3^ nPM yields an average hourly exposure of 27 μg/m^3^, as experienced in many cities [42]. The nPM composition and size distribution are characterized in our previous studies [41, 43, 44].

### Gestational exposure

Nine-week-old C57BL/6NJ mice were obtained from Jackson Laboratory. Females were housed together for a week to suppress the ovulation cycle due to the Whitten Effect. Mice were weighed, and ear-tagged for identification. Shavings from the male’s cage were introduced 3 days before the formation of the breeding pairs to restart the ovulation cycle. Breeding trios were formed by placing two females and one male into a fresh cage just before the dark cycle. Males were then removed 3 days later; females remained paired. Five breeding trios, each producing viable offspring in the initial co-housing, were randomly assigned into two treatment groups: nPM and filter air-exposed. The day after observing a copulatory plug, mice were exposed to re-aerosolized nPM (300 μg/m^3^) for 5 h/day, 3 days/week from 10:00 to 15:00 each day. The standard housing cages containing the mice were placed into large exposure chambers that were identical for nPM and filtered-air. Temperature and airflow were controlled for adequate ventilation and to minimize the buildup of animal-generated contaminants [skin dander, carbon dioxide (CO2), ammonia]. Exposure stopped with the birth of the first pup. The five breeding trios per treatment group had viable litters with 35 neonates for nPM and 33 for filter-air exposed. Prior to euthanasia and sample collection, the sex of the neonates was determined by the distance of the genital papilla and the anal opening. Sex was also confirmed by PCR (see below). Three neonates per sex per exposure group from different litters were randomly chosen and euthanized at day 5 age for collection of whole blood and dissected cerebral cortex. Samples were snap-frozen and stored at – 80 °C.

### RNA extraction and determination of sex by qPCR

Samples were homogenized and disrupted with pestles, 22-gauge needles, pipetting and QIA shredders (Qiagen #79654). DNA was extracted using QIAzol (Qiagen #79306) from the organic layer for genotyping. RNA was extracted following the QIAGEN RNeasy plus universal protocol (Qiagen #73404). Extracted RNA was used to determine sex of mouse neonates by qPCR for the Y-chromosome *Sry* gene. Following the determination of sex, three males and females per group were randomly selected for further RNA sequencing.

### Library preparation and RNA sequencing of blood and cerebral cortex

RNA (600 ng) was made into RNA-seq libraries using the Illumina RiboZero Gold library preparation kit and sequenced on an Illumina HiSeq 3000 sequencer at the Lieber Institute for Brain Development.

### Preprocessing of the RNAseq data

Raw sequencing reads were quality checked with FastQC (Babraham Bioinformatics, 2016) and, where needed, adapter sequences were trimmed from the reads using Trimmomatic [45]. For all samples, raw sequencing reads ranged between 10 and 30 million reads. Reads were aligned to the mm10 genome using the HISAT2 splice-aware aligner [46] and alignments overlapping genes were counted using featureCounts version 1.5.0-p3 [47] relative to Gencode version M11 (118,925 transcripts across 48,709 genes, March 2016).

Following alignment and mapping of the sequences to the mouse genome, the data was converted to Count per Million (CPM) for data visualization and preliminary assessment using EdgeR package in R. The CPM values were normalized using TMM method (weighted trimmed mean of the log expression ratios) [48]. One of the blood samples was excluded from the analysis due to distinct count distribution compared to others. 

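The paper's text does not name the excluded sample. The sample labels number the blood and cortex libraries V1 to V24, and V2, V4 and V17 are the 3 blood libraries of control females. When limma was fitted to the blood libraries without V2, the average log2 expression of the genes in the paper's supplementary blood table differed from the paper's values by a median of 5.26e-07 over 1198 genes. The median difference was 0.258 without V4, 0.311 without V17 and 0.282 with all 12 blood libraries. V2 was therefore left out of the blood comparisons, and counts of genes and the values of the main blood genes are also given with all 12 libraries. The gene lists were tested without V2 only. V2 held 21174511 counts on genes, inside the range of the other blood libraries. At least 1 count was found on 22461 genes in V2 and on 13254 to 17273 genes in each of the other 11. Globin genes took 50.1% of the counts of V2 (95% Wilson interval 50.07 to 50.11%) and 66.2 to 76.8% of those of the others. Intervals of this kind, and limits set by counts of 0, cover counting error only, because reads copied by PCR without molecular identifiers are not independent molecules. The reason the paper gives for the exclusion is the distinct count distribution of the sample.

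**Figure D1:**
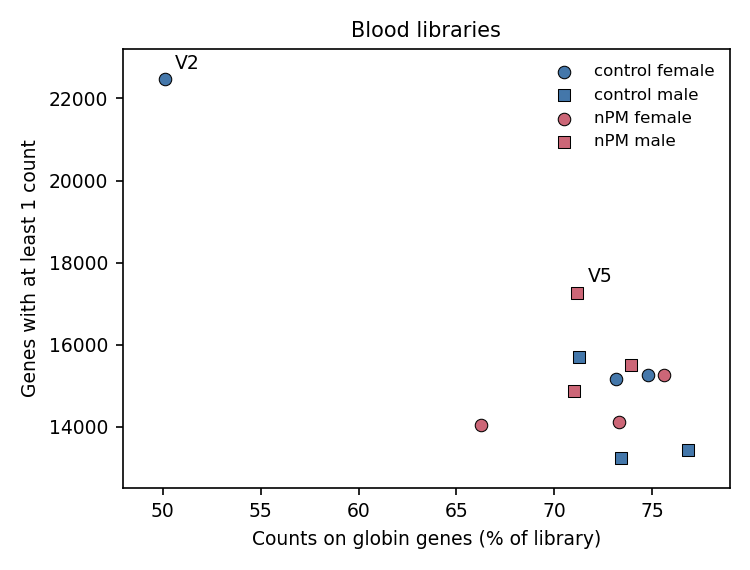
Genes with at least 1 count against the percent of counts on globin genes in each of the 12 blood libraries, 1 point per library, with colour for exposure and shape for sex. V2 lies apart with 22461 genes and 50.1% globin, and V5 has the most genes of the others, 17273.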

The genes were further filtered for blood and cortex separately by omitting the duplicates and genes with zero CPM for any sample. The data was next converted to Log2 expression using Voom package in R for further linear modeling.

### Differential expression analysis of blood and cerebral cortex based on nPM exposed and non-exposed groups

The expression differences of each gene were calculated using Empirical Bayes Statistics (eBayes) in the Limma package [49]. In the large model, the nPM effect was studied after adjustment for sex as a co-variate. We assessed statistical significance using a false discovery rate (FDR) of 5% (*q* value < 0.05) [50]. We set a nominal significant level at *p* value < 0.005, where no genes was detected at *q* < 0.05. This nominal *p* value was selected to get a sufficient number of DEGs that can be used for enrichment analysis; however, we acknowledge that our statistical power is limited by sample size, and the findings need to be validated by a higher sample size in future studies.

### Sex-stratified differential expression analysis of nPM effects in blood and cerebral cortex

The analysis was done as described before but in the sex-stratified data. The overlapped differentially expressed genes (DEGs) were identified between blood and cerebral cortex of male and female neonates.

### Ingenuity pathway analysis of identified gene sets

The identified genes were further studies by Ingenuity Pathway Analysis (IPA) software. The enriched canonical pathways and candidate upstream regulators were calculated based on right-tailed Fisher’s exact test of the overlap of observed genes with the database. Enrichment of the diseases and bio-functions was done by calculating *z*-scores based on the direction of the observed expression profile. *Z*-score is a statistical measure that compares the direction of observed changes to the expression signature of a specific disease constructed from prior kinds of literature.

### Comparison of sex-specific nPM effects across blood and cerebral cortex

We used two approaches to identify the potential blood marker for the air pollution-mediated transcriptome changes in the cerebral cortex. Linear modeling identified shared nPM responses between cerebral cortex and blood in stratified analysis. Sparse canonical correlation analysis using penalized matrix decomposition (sparse CCA) selected blood genes with maximum canonical correlation with the selected genes in the cerebral cortex [51]. This analysis was done using PMA package in R.

## Results

### Transcriptome changes in blood and cerebral cortex of neonates prenatally exposed to air pollutants

The total number of detected transcripts in cerebral cortex and blood of the neonates was around 21670 and 10601, respectively. 

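The data behind these totals are ribosome-depleted RNA-seq libraries (RiboZero Gold) of whole blood and dissected cerebral cortex of mouse neonates. Their dams breathed nPM or filtered air for 5 h per day on 3 days per week. The sample labels give a dose of 300 mg/m3, an age of 3 to 5 days and the strain C57BL/6J, where the paper gives 300 μg/m3, day 5 and C57BL/6NJ. Each tissue had 12 libraries, 3 for each sex and exposure, and the labels do not say which blood and cortex libraries came from one animal. The authors aligned the reads to mm10 with HISAT2, counted them on 48709 Gencode M11 genes with featureCounts, and deposited the counts without normalization. The strandedness of the libraries is not stated in the paper's text, so whether reads of overlapping genes on opposite strands were separated is not known.
The counts on genes per cortex library were 25470666 to 33179851 in controls (median 30341201.5) and 22301409 to 33804371 after nPM (median 30633600). In blood they were 13595647 to 21895536 in controls (median 20222282.5) and 17482340 to 21432893 after nPM (median 19376647). The paper gives 10 to 30 M raw reads per sample, and the values here use the totals in the files, which lie between 13595647 and 33804371 counts. Cortex libraries came from lanes 2 and 3 and blood libraries from lanes 1 and 3. Exposure and sex were balanced over the lanes with all 12 libraries of a tissue. Without V2, a control female of lane 1, blood had fewer controls than nPM libraries in lane 1. RNA integrity numbers (RIN) were 9.4 to 9.9 in cortex and 7.5 to 9.3 in blood. The sex genes fitted the labels in every library. Xist was at 368 to 657 counts per 1 M counts on genes (CPM) in female and 0.674 to 1.27 CPM in male cortex, and at 27.8 to 708 CPM in female and at most 0.971 CPM in male blood. Ddx3y was at 80.9 to 99.8 CPM in male and at most 0.269 CPM in female cortex, and at 4.46 to 6.15 CPM in male and at most 0.140 CPM in female blood. In blood, 1 gene, Hbb-bs, took 26.6 to 40.7% of the counts, and in cortex mt-Rnr2 took up to 5.54%.
At least 1 count was found in every cortex library on 20857 genes and in any of them on 32461. In blood the numbers were 9963 and 25451 over 12 libraries, and 9977 genes had a count in every one of the 11 libraries without V2. The fits of 1 sex alone tested more genes, 21670 in male cortex and 10602 in male blood. A count of 0 allowed a level of up to 0.0887 to 0.135 CPM in a cortex library and 0.137 to 0.221 CPM in a blood library (3 counts). From the counts on, genes with at least 1 count in every library of a fit were normalized with TMM and tested with edgeR's quasi-likelihood F test (two-sided), with RIN as a covariate. P-values were adjusted by the method of Benjamini and Hochberg. Means and SD of named genes are of CPM scaled by the TMM factors, and values of single libraries given with a Wilson interval are of plain CPM. The mean log2 of the scaled CPM of a named gene, with 0.5 added to each count, was also compared between exposures. This used a two-sided exact permutation test.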

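In model 1 the effect of nPM was tested with sex as a covariate, and in model 2 an nPM-by-sex term was added. With females as the reference sex, the nPM effect of model 2 is the effect in females. In model 1, 3 cortex genes had an adjusted edgeR p under 0.05, all higher after nPM (Nr2f2, Zcchc12 and Gpr101), and no blood gene did, with 310 blood genes at an unadjusted p under 0.05. In model 2 no cortex gene had an adjusted p under 0.05 for the nPM effect (2454 at an unadjusted p under 0.05) and 2 blood genes did, Gm23444 and Gm25395, both lower after nPM. No gene of either tissue had an adjusted p under 0.05 for the interaction, with 2018 cortex and 1064 blood genes at an unadjusted p under 0.05. With all 12 blood libraries the nPM effect of model 2 had 0 such genes in blood. The filter moved these counts most. With genes that had at least 1 count in any library, 185 cortex genes passed in model 1, 664 in model 2 and 379 for the interaction. In blood 28, 63 and 81 genes did. With DESeq2 the numbers were 22, 169 and 50 in cortex and 1, 3 and 4 in blood. With 1 library left out the interaction had 1 cortex gene without V23, 1 blood gene without V7 and 1 without V8. With each cortex library left out in turn, 0 to 6 genes passed in model 1, and 0 without V10, V11, V12, V15, V19, V20 or V23.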

The effects of nPM on blood and cerebral cortex transcriptome were examined by two linear models (Table 1). 

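Of the 20857 cortex genes tested in model 1, 128 had an unadjusted edgeR p under the paper's cutoff of 0.005, 73 higher and 55 lower after nPM, where 104.3 genes would pass if none responded. In blood 17 of 9977 genes passed, 8 higher and 9 lower, against 49.9 if none responded. The paper's own list of genes past this cutoff holds 115 of the 128 cortex genes and 14 of the 17 blood genes. With all 12 blood libraries, V2 included, 5 blood genes passed, 1 of them among the 17. At an unadjusted p under 0.05 there were 1183 cortex and 310 blood genes. The alternative that moved the cortex count most was the filter. With genes that had at least 1 count in any library, 526 cortex and 106 blood genes passed. With lane added to the model the counts were 113 in cortex and 9 in blood. With 1 library left out at a time, the cortex count lay between 68 without V11 and 315 without V23, and the blood count between 11 without V1 and 37 without V21. More cortex genes were lower than higher without V23 (114 higher and 201 lower) and without V24 (111 and 176), but not with any other cortex library left out. With genes that had a count in any library the cortex split was 251 higher and 275 lower. Of 49 tested genes that the paper names or lists for cortex, 29 had an adjusted p under 0.05 when adjusted over the list alone and 3 when adjusted over all genes. For 14 such blood genes the counts were 9 and 0. The study chose these genes on these samples, so the first count of each pair is not independent evidence.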

Using a *p* < 0.005 cutoff, 124 nPM-induced differentially expressed genes (nPM-DEGs) were detected in cerebral cortex and 19 nPM-DEGs were detected in blood (Fig. 1, Table 1). Some of the top genes related to nPM in the cerebral cortex included *Nr2f2*, *Gpr101*, and *Ephb6* (Fig. 1A, C). 

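Nr2f2 (ENSMUSG00000030551) encodes a nuclear receptor and lies on chromosome 7 of mm10 from 70351944 to 70366735, where it overlaps B130024G19Rik. Its level was 23.3 ± 3.12 CPM (SD, n = 6) after nPM and 15.7 ± 0.920 CPM (SD, n = 6) in controls, a log2 fold change of 0.57 (SE 0.08, adjusted p = 0.0441 from edgeR). Every nPM library was above every control library (exact permutation test, p = 0.00216, the smallest p that 6 against 6 allow). Within lanes 2 and 3 the log2 fold change was 0.50 and 0.69. Over the alternatives to the test, normalization, filter and covariates the adjusted p was 4.32e-10 to 0.0481, and with 1 library left out it was 0.0123 to 0.218, highest without V12. With the mean of a list of hypothalamus and amygdala genes as a covariate of a linear model of log2 CPM, the difference was 0.42 (SE 0.14), and 0.56 (SE 0.09) in the same model without it.
Gpr101 (ENSMUSG00000036357), an orphan G protein-coupled receptor gene, lies on chromosome X from 57496668 to 57503757. It was at 5.23 ± 1.12 CPM after nPM and 2.44 ± 0.820 CPM in controls (SD, n = 6 each), from 33 to 173 counts per library. The log2 fold change was 1.08 (SE 0.16, adjusted p = 0.0441 from edgeR), with every nPM library above every control (exact permutation test, p = 0.00216), and 1.26 and 0.92 within the lanes. Across the alternatives the adjusted p was 3.15e-10 to 0.193, highest without the RIN covariate, and with 1 library left out 0.0279 to 0.382, highest without V10. With the hypothalamus and amygdala genes as a covariate the difference was 1.10 (SE 0.36), and 1.12 (SE 0.20) without it.
Ephb6 (ENSMUSG00000029869), an ephrin receptor gene, lies on chromosome 6 from 41605482 to 41620509. It fell from 142.6 ± 11.57 CPM in controls to 120.2 ± 5.464 CPM after nPM (SD, n = 6 each), a log2 fold change of -0.24 (SE 0.05), and of -0.26 and -0.21 within the lanes. Its unadjusted edgeR p was 0.000179 and its adjusted p was 0.414. The exact permutation test gave p = 0.00433. The adjusted p was under 0.05 with DESeq2 (0.0154) and with genes that had a count in any library (0.00105). With 1 library left out it was 0.179 to 1, and Ephb6 stayed past the unadjusted cutoff in each of the 12 fits.
Zcchc12 (ENSMUSG00000036699, chromosome X, 36195904 to 36199158) is named because its p was among the 3 smallest in this comparison. It was at 94.3 ± 12.6 CPM after nPM and 70.7 ± 10.3 CPM in controls (SD, n = 6 each), a log2 fold change of 0.40 (SE 0.06, adjusted p = 0.0441, exact permutation p = 0.00866), and control V10 lay at 92.8 CPM, inside the nPM range. Its adjusted p was 0.477 without RIN. With the hypothalamus and amygdala genes as a covariate the difference was 0.23 (SE 0.09), and 0.40 (SE 0.07) without it. The other genes that Fig. 1 names in cortex had adjusted p-values of 0.286 or higher. Among them the unprocessed pseudogene Zxda had a log2 fold change of -3.35 (SE 0.72), which was -1.75 without V24, and its groups overlapped (exact permutation test, p = 0.184). The processed pseudogenes Gm15801 (log2 fold change 1.85, SE 0.44) and Gm11745 (1.98, from 1 to 12 counts) overlap other genes and each had 1 control library far above the others.

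**Figure D2:**
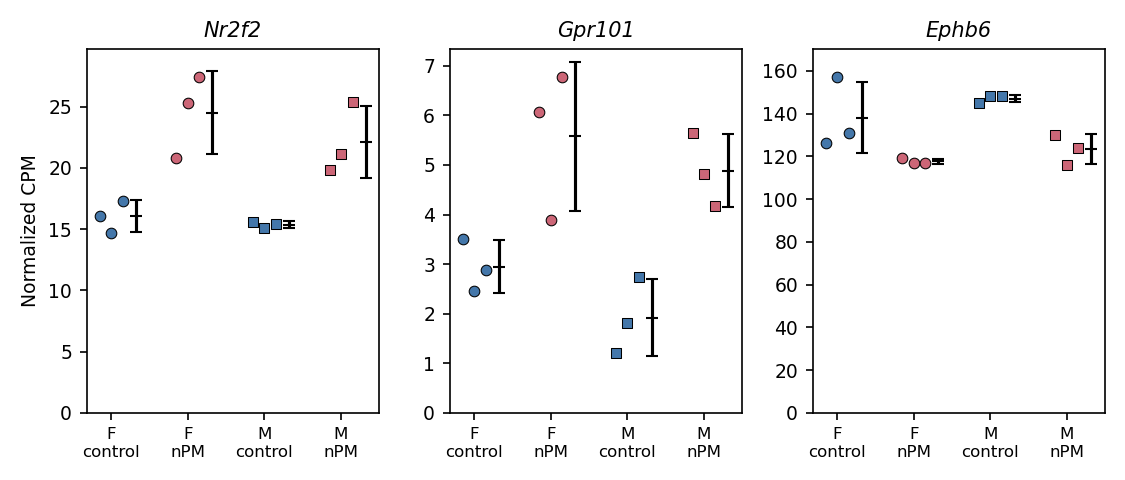
Normalized CPM of Nr2f2, Gpr101 and Ephb6 in each cortex library by sex (F female, M male) and exposure, 1 point per library, with the mean and SD of 3 libraries as bars. For Nr2f2 the nPM libraries lie at 19.8 to 27.4 and the controls at 14.7 to 17.3, and for Gpr101 at 3.89 to 6.77 and 1.20 to 3.51.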

Ingenuity pathway analysis (IPA) of the 124 nPM-DEGs in cerebral cortex revealed enrichment of genes involved in immune responses (e.g., neuroinflammation and PI3K signaling), neurodevelopment (e.g., axonal guidance), and some metabolic pathways (e.g., glutamate, arginine, and histamine metabolism) (Fig. 2A). 

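The pathway software and its database were not used here, and lists of genes were tested in place of its pathways with limma's camera test on the model 1 fit (20 cortex lists, preset correlation 0.01). Of the 20 lists, 9 had an adjusted camera p under 0.05 and none with fry or with an estimated correlation, so none of the camera calls hold when the correlation of the genes is taken from these samples. For neuroinflammation, 26 microglia and inflammation genes had a median log2 fold change of -0.03 (11 higher and 15 lower, adjusted camera p of 0.687). For axonal guidance, 66 ligand and receptor genes had a median of 0.00 (33 higher and 33 lower, adjusted camera p of 0.697), and Ephb6 is a member of that list. The replication-dependent histones had a median of 0.07 (44 higher and 15 lower, adjusted camera p of 0.00124).
Of the enzymes of these metabolic pathways, histidine decarboxylase, Hdc (ENSMUSG00000027360, chromosome 2, 126593667 to 126619299), rose from 1.20 ± 0.191 to 1.99 ± 0.345 CPM (SD, n = 6 each). Its log2 fold change was 0.71 (SE 0.17), its unadjusted edgeR p 0.000637 (adjusted 0.49), and every nPM library was above every control (exact permutation test, p = 0.00216). The glutamate decarboxylase gene Gad1 (ENSMUSG00000070880, chromosome 2, 70553072 to 70602014) rose from 95.9 ± 17.4 to 115.3 ± 9.41 CPM (log2 fold change 0.26, SE 0.06, unadjusted edgeR p of 0.000432, adjusted 0.49, exact permutation p = 0.0346), and Gad2 had a log2 fold change of 0.19 (SE 0.08, adjusted p = 0.862). The arginase gene Arg1 (ENSMUSG00000019987, chromosome 10, 24915208 to 24927470) had 1 to 17 counts per library and was at 0.401 ± 0.115 CPM after nPM and 0.133 ± 0.0837 CPM in controls. Its log2 fold change was 1.57 (SE 0.41, adjusted p = 0.598 from edgeR), and the nPM and control libraries did not overlap (exact permutation test, p = 0.00216). Arg2 (ENSMUSG00000021125, chromosome 12, 79130777 to 79156301), its paralog, rose from 5.21 ± 1.04 to 6.66 ± 0.670 CPM (log2 fold change 0.36, SE 0.14, adjusted p = 0.844). Padi2 changed by -0.08.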

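The cortex levels of the genes Creb1, Bdnf and Ifng themselves, and of lists of genes that respond to their products, were compared between exposures. The paper took its upstream regulators from the overlap of its genes with a database. The level of a regulator's own transcript therefore does not test them, here or for the regulators named further on. Creb1 (ENSMUSG00000025958, chromosome 1, 64532645 to 64604548) was at 101.7 ± 2.67 CPM after nPM and 103.4 ± 4.97 CPM in controls (SD, n = 6 each), a log2 fold change of -0.02 (SE 0.04, adjusted p = 0.953 from edgeR, exact permutation p = 0.519). Bdnf (ENSMUSG00000048482, chromosome 2, 109674700 to 109727007) was at 15.7 ± 1.34 and 15.5 ± 2.69 CPM, a log2 fold change of 0.02 (SE 0.10, adjusted p = 0.988), with 0.24 within lane 2 and -0.39 within lane 3. Ifng (ENSMUSG00000055170, chromosome 10, 118441047 to 118445892) had 0 to 5 counts per library and was not tested. A list of 23 activity-dependent CREB targets, of which Bdnf is one, had a median log2 fold change of -0.08, with 5 genes higher and 18 lower (adjusted camera p of 0.0197 and fry p of 0.649), and it was no longer under 0.05 with camera when RIN was left out of the model. A list of 35 interferon gamma response genes had a median of -0.11, with 9 higher and 26 lower (adjusted camera p of 0.105).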

The upstream regulators of these nPM-DEGs included cyclic-AMP response element-binding protein (CREB), brain-derived neurotrophic factor (BDNF), and interferon gamma (IFNγ). In blood, only 19 genes responded to prenatal nPM exposure. 

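The blood gene with the smallest p was Rn7s2 (ENSMUSG00000099250), a misc_RNA gene of the signal recognition particle on chromosome 12 of mm10 from 69361182 to 69361481 that overlaps 2 other genes and has many sequence copies. It fell from 7792 ± 3637 CPM (SD, n = 5) in controls to 3155 ± 1124 CPM (SD, n = 6) after nPM, a log2 fold change of -1.23 (SE 0.24), and control V22 lay far above the others at 15290 CPM (95% Wilson interval 15240 to 15350). Its unadjusted edgeR p was 7.31e-05 and its adjusted p 0.729. Every nPM library was below every control (exact permutation test, p = 0.00216, the smallest p that 6 against 5 allow), and the log2 fold change was -1.07 in lane 1 and -1.58 in lane 3. It was -0.96 with all 12 blood libraries (unadjusted edgeR p of 0.160). Kif3a (ENSMUSG00000018395, chromosome 11, 53567379 to 53601967) rose from 0.687 ± 0.116 to 1.38 ± 0.333 CPM (SD, n = 5 and 6), a log2 fold change of 1.04 (SE 0.29, unadjusted edgeR p of 0.00189, adjusted p = 1). No nPM library overlapped the controls for Kif3a (exact permutation test, p = 0.00216). Library V5, in which cortex transcripts were found, had the highest Kif3a value, 2.33 CPM from 43 counts (95% Wilson interval 1.73 to 3.14), and without V5 the log2 fold change was 0.91. For all 12 blood libraries that of Kif3a was 0.86 (unadjusted edgeR p of 0.0115), and neither Rn7s2 nor Kif3a was then past the cutoff. Without V2, all adjusted p-values were 0.729 or higher.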

Some example genes included *Wfdc6b* and *Suds3* (Fig. 1B, D). 

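Wfdc6b (ENSMUSG00000070531, chromosome 2, 164613522 to 164618212) had 0 counts in every one of the 24 libraries. Suds3 (ENSMUSG00000066900, chromosome 5, 117091680 to 117116113) had 626 to 1179 counts per blood library. It was at 46.6 ± 7.78 CPM (SD, n = 6) after nPM and 50.6 ± 12.1 CPM (SD, n = 5) in controls, a log2 fold change of -0.16 (SE 0.20, adjusted p = 1 from edgeR, exact permutation p = 0.580), and it was past the cutoff in 0 of the 11 fits that left out 1 library. With all 12 blood libraries the log2 fold change was 0.11.
In the paper's supplementary blood table, the name Wfdc6b stands beside the identifier of Cenpl and the name Suds3 beside that of Mapkbp1. None of the 421 named entries of that table carries the name of its identifier, while all 1198 cortex entries do. Cenpl (ENSMUSG00000026708, chromosome 1, 161070713 to 161086724) encodes a centromere protein and had 2 to 35 counts per library. It was at 0.400 ± 0.305 CPM after nPM and 0.917 ± 0.234 CPM in controls (SD, n = 6 and 5), a log2 fold change of -1.43 (SE 0.39, unadjusted edgeR p of 0.00168, adjusted p = 1, exact permutation p = 0.0260). When V2 was included it was -1.30 (unadjusted edgeR p of 0.00659), past the cutoff no longer. Mapkbp1 (ENSMUSG00000033902, chromosome 2, 119972699 to 120027408) had 1 to 26 counts and was at 0.572 ± 0.335 CPM after nPM and 0.163 ± 0.153 CPM in controls, a log2 fold change of 1.67 (SE 0.52, unadjusted edgeR p of 0.00443, adjusted p = 1, exact permutation p = 0.0108). Its highest value was in V5, 1.41 CPM (95% Wilson interval 0.962 to 2.06), and without V5 the log2 fold change was 1.39. With all 12 blood libraries the difference of Mapkbp1 was -0.02.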

IPA revealed that the top canonical pathways of the blood nPM-DEGs included immune responses (e.g., B cell development, immunodeficiency signaling), cell cycle regulation, and inhibition of matrix metalloproteases (Fig. 2B). 

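Blood gene lists were tested in the same way as those in cortex, 13 lists on the 11 libraries. Of these, 6 had an adjusted camera p under 0.05, and none of the calls hold with fry or an estimated correlation. The B cell development genes had a median log2 fold change of -0.30 (2 of 17 genes higher and 15 lower, adjusted camera p of 0.000499 and fry p of 0.696). For the cell cycle, the G2/M genes had a median of -0.11 (9 higher and 18 lower, adjusted camera p of 0.0293) and the replication-dependent histones -0.44 (8 higher and 49 lower, adjusted camera p of 8.09e-19 and fry p of 0.386). The platelet genes had a median of 0.21 (15 of 17 higher, adjusted camera p of 0.000350). The p53 target genes (median 0.30, adjusted camera p of 0.113), erythroid genes (0.07, 0.543) and neutrophil genes (0.08, 0.543) did not pass.
Rag1 (ENSMUSG00000061311, chromosome 2, 101638282 to 101649501), whose product rearranges the antigen receptor genes of lymphocytes, stands under another name in the paper's supplementary blood table. It was at 1.43 ± 1.50 CPM (SD, n = 6) after nPM and 3.61 ± 4.61 CPM (SD, n = 5) in controls, a log2 fold change of -1.32 (SE 0.42, unadjusted edgeR p of 0.00565). Its spread came from 1 library of each group, control V4 at 15.1 CPM (95% Wilson interval 13.5 to 16.8) and nPM V1 at 4.53 CPM (3.67 to 5.58), and the groups overlapped (exact permutation test, p = 0.193). With 1 library left out the log2 fold change lay between -1.68 and -0.57, and it was -0.99 with all 12 blood libraries (unadjusted edgeR p of 0.249).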

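Meox2 (ENSMUSG00000036144, chromosome 12, 37108540 to 37179534) had 0 to 3 counts in the 11 blood libraries and 0 to 4 counts in the cortex libraries. At this depth a difference in its level was not detectable in either tissue, and it was not tested.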

The top upstream regulator of blood nPM-DEGs was mesenchyme homeobox 2 (MEOX2), which regulates vertebrate limb myogenesis, and is also involved in neurovascular dysfunction in Alzheimer's disease.

**Table 1:** Number of DEGs in cerebral cortex and blood of neonates prenatally exposed to nPM

Factors		Cerebral cortex				Blood			
		Model 1		Model 2		Model 1		Model 2	
		*q* value < 0.05	*p* value < 0.005	*q* value < 0.05	*p* value < 0.005	*q* value < 0.05	*p* value < 0.005	*q* value < 0.05	*p* value < 0.005
**nPM vs control**	Up Down	3 0	73 51	0 1	140 242	0 0	7 12	0 1	48 60
**Sex (male vs female)**	Up Down	3 4	38 71	18 30	299 273	0 0	11 16	0 1	41 37
**nPM:sex interaction**				0	267			0	106

Note: The models were adjusted for RNA integrity number (RIN). The models are multivariate linear regression analysis of log2 gene expression. Covariates in model 1: nPM, sex; model 2: nPM, sex, nPM-sex interaction

**Fig. 1:**
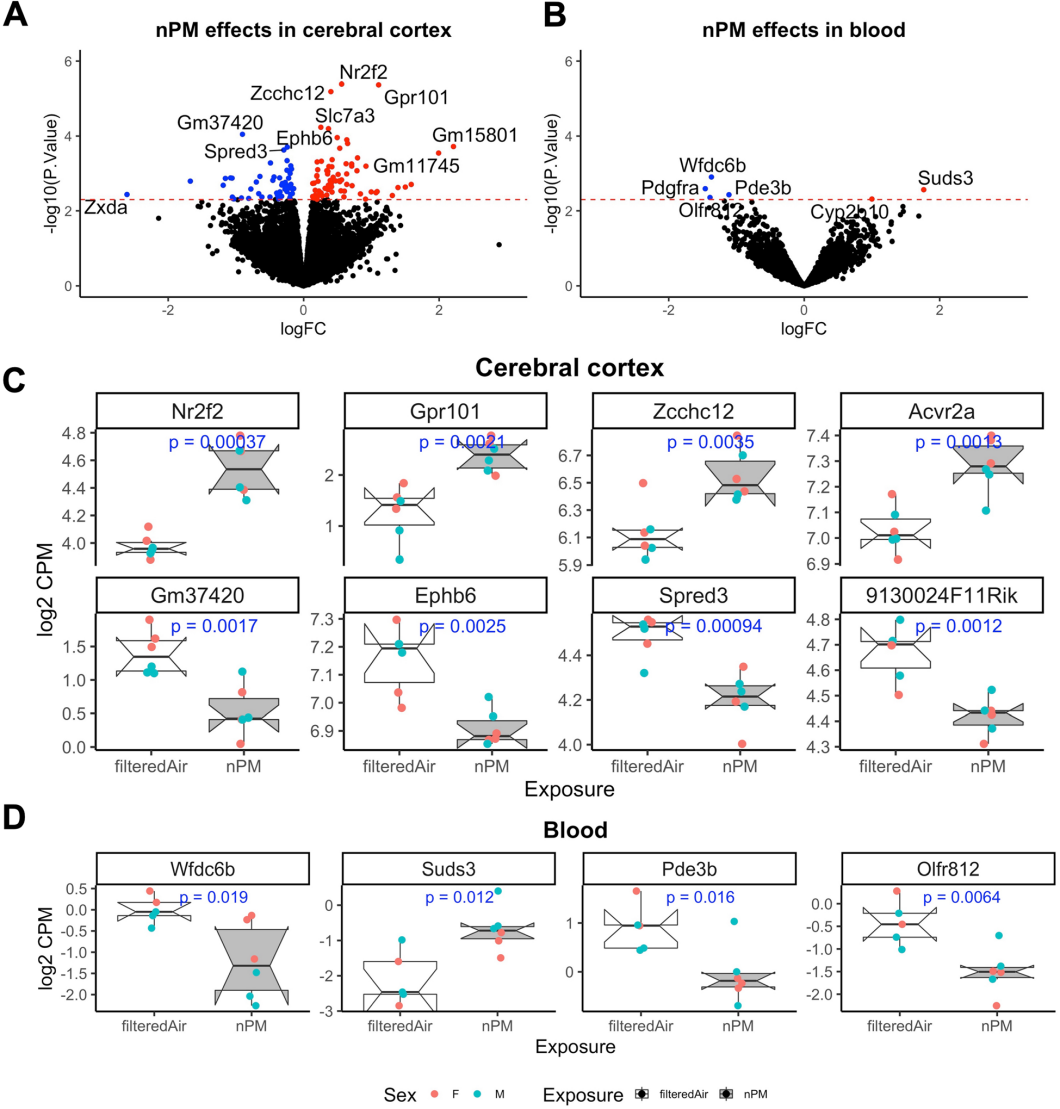
Prenatal exposure of mice to nPM caused a modest gene expression change in the cerebral cortex and blood of neonates. **A** Volcano plot of the cerebral cortex transcriptional changes. The dashed line indicates *p* < 0.005. **B** Volcano plot of the blood transcriptional changes. **C** The top genes that responded to nPM in the cerebral cortex of neonates. **D** The top genes responded to nPM in the blood of neonates. The nPM associations is adjusted for sex and RIN values as co-variates

**Fig. 2:**
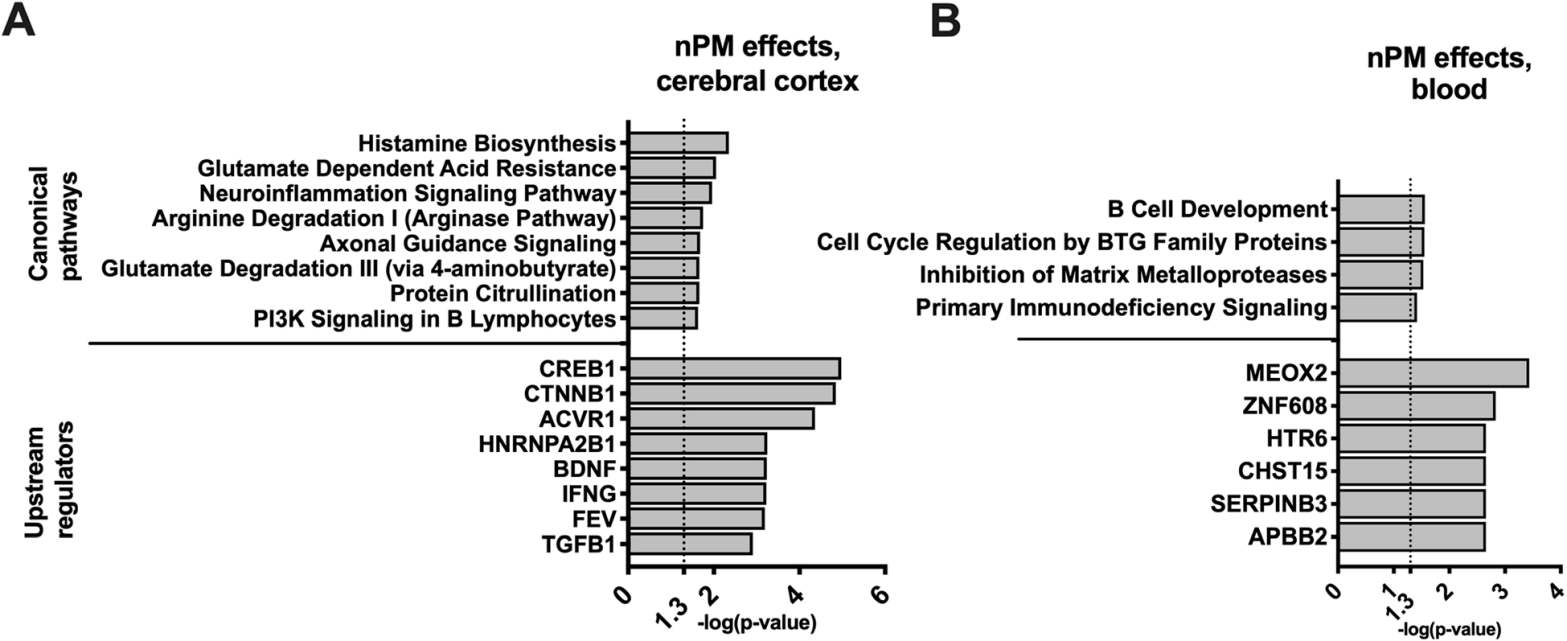
Ingenuity pathway analysis of nPM-associated genes. **A** Canonical pathways and potential upstream regulators of 124 nPM-DEGs in cerebral cortex. **B** Canonical pathways and potential upstream regulators of 19 nPM-DEGs in blood. The DEGs were selected at *p* < 0.005 significance level. The models were adjusted for sex and RIN quality of the input RNA

### Exploratory sex-specific transcriptome changes in blood and cerebral cortex of neonates prenatally exposed to nPM

Since the analysis of the siblings of these animals showed a sex-specific effect of the prenatal nPM exposure in adult mice [40], we explored sex-stratified differences in nPM responses at neonatal stages. Despite the limited sample size, these exploratory analyses could encourage further studies of sex-specific prenatal responses to air pollution. In the following sections, we describe the nPM responses stratified by sexes, but we emphasize that these findings are exploratory and require corroboration by a larger size sample experiment.

As the first approach, a nPM-sex interaction term was included in the model to identify potential differences in transcriptome response to exposure by sex. 

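In model 2, 419 cortex genes had an unadjusted edgeR p under 0.005 for the nPM effect in females, 154 higher and 265 lower after nPM. In blood 112 genes did, 62 higher and 50 lower, and 160 with all 12 blood libraries, 54 of them among the 112. The interaction term itself had an unadjusted p under that cutoff for 281 cortex genes and 90 blood genes. The split of the blood genes by direction depended on the test and on the libraries. It was 87 higher and 22 lower with DESeq2 and 48 higher and 60 lower with limma voom. With all 12 blood libraries it was 45 higher and 115 lower, and without V18 it was 241 and 71. The counts of the nPM effect also depended on the coding of sex. With males as reference, 70 cortex genes passed, 8 of them among the 419, and 35 blood genes, 1 of them among the 112. With an nPM effect averaged over the sexes (sum coding), the counts were 142 in cortex and 26 in blood.
The 3 cortex genes with the smallest p for the nPM effect were Ttc14 (ENSMUSG00000027677, chromosome 3, 33799832 to 33814860; log2 fold change -0.51, SE 0.07, adjusted p = 0.0593 from edgeR), Clk1 (-0.37, SE 0.07, adjusted p = 0.180) and Oser1 (-0.76, SE 0.14, adjusted p = 0.180). For the interaction they were Ttc14 (0.67, SE 0.10, adjusted p = 0.123), Clk1 (0.62, SE 0.09, adjusted p = 0.123) and Amy1 (0.99, SE 0.16, adjusted p = 0.173), where a positive value is a more positive change in males. In blood the smallest interaction p-values were those of the processed pseudogenes Rpl17-ps5 (-3.49, SE 0.66) and Gm2541 (-2.41, SE 0.47) and of the snRNA gene Gm23444 (2.48, SE 0.49), each with an adjusted p of 0.214.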

Interestingly, adding a nPM-Sex interaction term increased the number of DEGs to 382 in cerebral cortex and 108 in blood (Table 1), which suggested the potential sex-specific responses of nPM. Thus, the data were stratified by sex for further downstream analysis.

In the cerebral cortex, only females had 322 nPM-DEGs at 5% FDR (Fig. 3A). 

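In the 6 female cortex libraries, 241 of 21731 genes had an adjusted edgeR p under 0.05. In the 6 male cortex libraries none of 21670 genes did, with 978 at an unadjusted p under 0.05. The male count was 155 with genes that had a count in any library, 5 with lane, 3 with DESeq2, 3 without V13, 8 without V24 and 1 without V23, and 0 with the other settings. The female count depended on the test, the filter, the q-values and the libraries the spread was taken from. It was 0 when the effect in females was tested in the fit of all 12 cortex libraries (2454 at an unadjusted p under 0.05), 443 with DESeq2 and 1280 with genes that had a count in any library. With limma voom it was 226, and with limma voom and Storey's q-values, an alternative chosen after seeing the data, it was 322 (63 higher and 259 lower). With 1 library left out it lay between 23 without V11 and 383 without V9. An exact permutation test of 3 against 3 cannot give a p under 0.1, so the genes rest on the model's shared estimate of the spread. In data simulated at these depths, 136 of 200 genes changed by a fold of 2 had an adjusted p under 0.05 in the female cortex fit and 105 in the male one.
The 3 genes with the smallest p were Hap1 (ENSMUSG00000006930), on chromosome 11 from 100347327 to 100356128, and the noncoding genes Gm45159 (ENSMUSG00000109125), a lincRNA on chromosome 7 from 90887072 to 90940052, and Gm37895 (ENSMUSG00000103924), a TEC gene (an annotation class that still awaits experimental proof) inside Adgrb3 on chromosome 1 from 25775757 to 25780306. Hap1 was at 80.9 ± 17.1 CPM after nPM and 59.5 ± 12.4 CPM in controls (SD, n = 3 each; log2 fold change 0.54, SE 0.05, adjusted p = 0.00175 from edgeR), and the groups overlapped (exact permutation test, p = 0.2). Without RIN its log2 fold change was 0.44 with an adjusted p of 0.126, over a range of 6.86e-17 to 0.970 across the alternatives. The highest came with the percent of counts on TEC genes as a covariate, chosen after seeing the data, which separates the nPM from the control females completely and so takes the place of exposure. Gm45159 fell from 71.4 ± 2.17 to 47.3 ± 2.87 CPM (log2 fold change -0.60, SE 0.06) and Gm37895 from 32.8 ± 2.60 to 20.1 ± 1.32 CPM (-0.74, SE 0.07), each with an adjusted p of 0.00175 from edgeR and without overlap of the groups (exact permutation test, p = 0.1).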

The majority of genes (83%) were downregulated following nPM exposure (259 vs. 63). 

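Of the 241 female cortex genes with an adjusted p under 0.05, 194 (80.5%) were lower and 47 higher after nPM. With RLE in place of TMM normalization 181 were lower and 48 higher. Among the 873 genes with an unadjusted p under 0.005, 615 (70.4%) were lower and 258 higher. The share that was lower differed between gene types. Of the 77 genes among the 241 that are annotated as TEC, 76 were lower, and of the 128 protein-coding genes among the 241, 90 were lower. Over all 1417 TEC genes tested the median log2 fold change was -0.44 and 84.4% were lower, while protein-coding genes had a median of 0.01. TEC genes took 0.369 to 0.406% of the counts in the 3 control females and 0.273 to 0.294% in the 3 nPM females.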

At *p* < 0.005, females had 14-fold more nPM-DEGs than males (922 vs 64). 

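In female cortex 873 genes had an unadjusted edgeR p under the cutoff and in male cortex 69, 40 higher and 29 lower, where 108.7 and 108.4 genes would pass if none responded. The ratio of the counts was 12.7. With genes that had a count in any library the counts were 1642 and 418, and with lane in the model 875 and 141. When both sexes were fitted together, the contrasts within sex gave 419 genes in females, 387 of them among the 873, and 70 in males. With 1 library left out, the female count lay between 422 without V11 and 980 without V9 and the male count between 42 without V13 and 214 without V14. A larger count in 1 sex does not test a difference between the sexes. The interaction term tests it gene by gene.
The male cortex genes with the smallest p were the processed pseudogenes Gm12070, which fell from 21.7 ± 24.3 to 3.84 ± 1.51 CPM (SD, n = 3 each; log2 fold change -3.28, SE 0.57), and Rpl7a-ps11, which rose from 2.86 ± 2.67 to 46.0 ± 51.3 CPM (5.13, SE 0.91), and Dchs2 (ENSMUSG00000102692), which rose from 6.88 ± 1.39 to 11.9 ± 1.80 CPM (0.96, SE 0.17). The adjusted edgeR p of each was 0.962. Both pseudogenes share sequence with expressed genes, so their reads can come from other loci. Dchs2 did not overlap between the groups (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow).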

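The fits of blood by sex tested 11013 genes in females (3 nPM libraries and 2 controls, V2 left out) and 10602 in males (3 and 3), about a factor of 2 fewer than in cortex. In data simulated at the depth and spread of these libraries, with 200 genes changed by a fold of 2, edgeR recovered 45 of them at an unadjusted p under 0.005 in female blood and 48 in male blood, against 152 in female and 138 in male cortex. With 11 blood libraries of both sexes it recovered 102, against 166 in cortex. The same response would therefore give fewer genes in blood than in cortex.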

Blood gene responses were lower compared to the cerebral cortex in both male and females. 

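In female blood (3 nPM libraries against 2 controls), 2 genes had an adjusted edgeR p under 0.05, Gm23444 and Rag1, and in male blood none did, with 409 genes at an unadjusted p under 0.05. The male blood count was 83 with genes that had a count in any library. It was 1 with DESeq2, without V5, without V7 or without V22, and 0 with the other settings. The snRNA gene Gm23444 (ENSMUSG00000064856) lies on chromosome 11 of mm10 from 83271498 to 83271688. It fell from 13.8 ± 0.250 CPM (SD, n = 2) to 2.89 ± 0.248 CPM (SD, n = 3), a log2 fold change of -2.28 (SE 0.31, adjusted p = 0.00759 from edgeR). All 3 nPM libraries were below both controls (exact permutation test, p = 0.1, the smallest p that 3 against 2 allow). Within lanes 1 and 3 the log2 fold change was -2.28 and -2.21. Across the alternatives to the test, normalization, filter and covariates, Gm23444 was past the adjusted cutoff except with edgeR's filterByExpr and with V2 included. With V2 added to the controls its log2 fold change was -1.84 and its adjusted p 0.619, and no gene passed. Rag1 fell from 6.79 ± 7.04 to 1.96 ± 2.14 CPM (log2 fold change -2.52, SE 0.39, adjusted p = 0.0203 from edgeR), with overlapping groups (exact permutation test, p = 0.3). Its adjusted p was 0.109 with limma voom, 0.915 without RIN, and 0.877 without V1, over a range up to 0.915 across the alternatives. Neither control was left out, since 1 would remain, so the call of Rag1 was not tested without V4, the control with the high value.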

Only one nPM-DEG survived correction for multiple comparisons (Gm23444 gene in females). At *p* < 0.005 significance, 87 nPM-DEGs were detected in female and 26 in male blood samples (Fig. 3A). 

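In female blood 82 genes had an unadjusted edgeR p under the cutoff, 46 higher and 36 lower, and in male blood 35, 18 higher and 17 lower, against 55.1 and 53.0 if none responded. With all 6 female libraries, V2 included, 10 female blood genes passed. With genes that had a count in any library they were 232 in females and 212 in males, and with lane in the model 149 and 13. Without RIN they were 39 and 55. With V18 left out, 762 female blood genes passed, and with V1 left out 54. The male count lay between 15 without V22 and 65 without V7. The direction of the female genes depended on the test and was 42 higher and 13 lower with DESeq2 and 36 higher and 51 lower with limma voom.
After Gm23444 and Rag1, the snRNA gene Gm24305 had the smallest p in female blood (log2 fold change -2.60, SE 0.44, adjusted p = 0.0501 from edgeR). In male blood the smallest were those of Igf2 (ENSMUSG00000048583; 8.88 ± 7.94 CPM after nPM and 7.72 ± 8.71 CPM in controls, SD, n = 3 each; log2 fold change 2.23 with RIN in the model, SE 0.34, adjusted p = 0.197), Sparc (1.45, SE 0.30, adjusted p = 1) and Col6a3 (3.06, SE 0.68, 1 to 36 counts). All 3 are genes of connective tissue, and their CPM overlapped between the groups (exact permutation p of 0.3 to 0.5). Without RIN the log2 fold changes of Igf2, Sparc and Col6a3 were 0.21, 0.48 and 1.30, and with the contrast from both sexes 0.33, 0.51 and 1.57, and none was then past the cutoff.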

In both tissues, females had more nPM-DEGs compared to males, which suggests sex-specific gene expression changes. 

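Whether the response differs between the sexes was tested gene by gene with the interaction term. At an unadjusted p under 0.005 it was past the cutoff for 281 cortex genes, 155 with the more positive change in males and 126 with the more negative one, where 104.3 would pass if no gene differed. This split turned to 59 and 100 without V23, 122 and 157 without V24 and 118 and 126 without V9. It was 249 and 89 without V14, and 550 and 237 with genes that had a count in any library. In blood the interaction term was past the cutoff for 90 genes (45 and 45), against 49.9. With all 12 blood libraries the number was 88, of which 38 were among the 90, and the split was 71 and 17. With DESeq2 the split was 29 and 64. The effect of nPM on the 240 female cortex genes with an adjusted p under 0.05 that were also tested in males had the same sign in males for 49 (20.4%), with a median log2 fold change of -0.37 in females and 0.18 in males. Across these genes, which are not independent replicates, Spearman's rho of the female and male changes was -0.238. These values used all male libraries. A score of these genes without the TEC genes was lower in every nPM female than in every control female. It was also lower in nPM males V13 and V15 (-0.03 and -0.39) than in control males V14 and V16 (0.1 and -0.02). The opposite order came from nPM male V23 (0.11) and control male V24 (-0.1). From the larger number of nPM-DEGs in females in both tissues, the paper proposes that gene expression changes after nPM are sex-specific.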

Only 2.6% of changes (10 nPM-DEGs) were shared between male and female cerebral cortex (Fig. 3B). 

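Of 240 female cortex genes with an adjusted edgeR p under 0.05 and 68 male cortex genes with an unadjusted p under 0.005, counted over the 20857 genes tested in both sexes, 9 were shared (3% of all genes in either set), where 0.782 would be shared by chance (hypergeometric p of 8.31e-08, one-sided). They were Nr2f2, Gpr101, Zcchc12, Amy1, Clk1, Pnisr, Tia1, Eml5 and Flna. The first 3 rose in both sexes, and the others fell in females and rose in males. The log2 fold change in females and males was 0.61 (SE 0.11) and 0.59 (SE 0.11) for Nr2f2, 0.99 (SE 0.17) and 1.21 (SE 0.32) for Gpr101, and -0.53 (SE 0.11) and 0.52 (SE 0.14) for Amy1 (ENSMUSG00000074264, chromosome 3, 113555710 to 113606699). For Clk1 it was -0.36 (SE 0.06) and 0.31 (SE 0.06). The other 5 lay between -0.33 and 0.45 in females and between 0.25 and 0.42 in males. Tubb4b, which the paper also shows, had 0.19 in females (adjusted p = 0.106 from edgeR) and -0.23 in males (unadjusted edgeR p of 0.00823). In the fit of both sexes the interaction of the 6 genes with opposite signs had unadjusted edgeR p-values of 1.18e-05 to 0.00387 and adjusted ones of 0.123 to 0.360, and that of Nr2f2, Gpr101 and Zcchc12 unadjusted ones of 0.551 to 0.674. DESeq2 gave 14 shared genes, lane in the model 13 (without Amy1 and Flna) and leaving out RIN 4 (Amy1, Clk1, Gpr101 and Nr2f2). With 1 library left out, Amy1 was past the male cutoff in 0 of 6 fits and Gpr101, Pnisr and Tia1 in 1 each. Eml5 was past it in 3, Flna and Zcchc12 in 4, and Clk1 and Nr2f2 in 5. Pnisr, Tia1, Eml5 and Flna also lost the male call with the contrast from the fit of both sexes. Flna had an adjusted p of 0.0493 in females, and of 0.0505 to 0.0558 with RLE normalization, a filter of 10 counts, filterByExpr or lane.

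**Figure D3:**
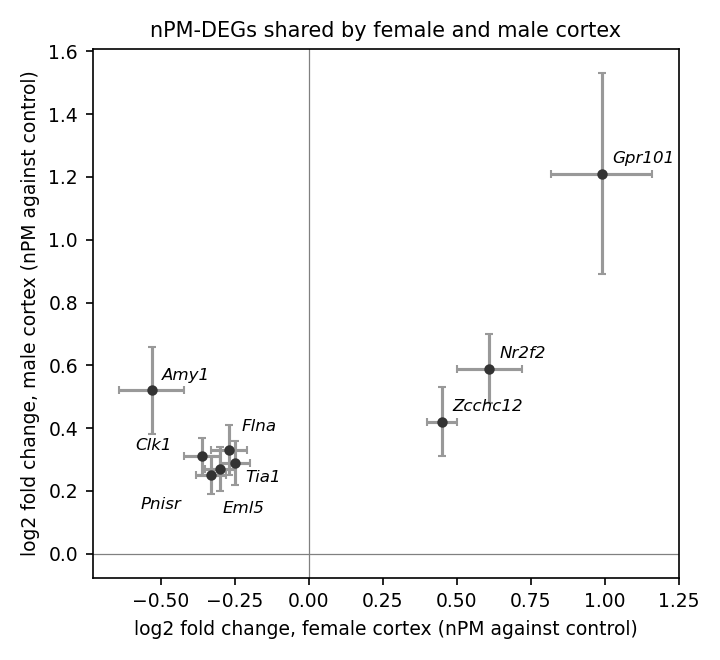
Log2 fold change (nPM against control) of the 9 shared genes in female cortex (x axis) and male cortex (y axis), 1 point per gene, with SE as bars, from 3 libraries per sex and exposure. Nr2f2, Gpr101 and Zcchc12 lie in the corner with a rise in both sexes, and 6 genes lie in the one with a fall in females and a rise in males.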

Blood and cerebral cortex only shared two nPM-DEGs in females (Gm37532, and Rgl2).

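Of the genes tested in both tissues, 106 female cortex genes with an adjusted p under 0.05 and 70 female blood genes with an unadjusted p under 0.005, 1 gene was shared, Gm37534, where 0.700 would be shared by chance (hypergeometric p of 0.506, one-sided, 10597 genes). The symbol Gm37532 is not in the annotation used for the counts, and Fig. 3B of the paper carries Gm37534. Gm37534 (ENSMUSG00000103427) is a TEC gene on chromosome 1 from 137949422 to 137954643 that overlaps Gm4258 and Gm26936. In female cortex it fell from 19.6 ± 3.03 to 12.3 ± 0.361 CPM (SD, n = 3 each; log2 fold change -0.68, SE 0.11, adjusted p = 0.0144 from edgeR), without overlap of the groups (exact permutation test, p = 0.1). In female blood it had 1 to 41 counts per library, 0.386 ± 0.538 CPM (SD, n = 3) after nPM and 0.844 ± 0.873 CPM (SD, n = 2) in controls (log2 fold change -2.50, SE 0.69, adjusted p = 0.570 from edgeR, exact permutation p = 0.4). When V2 was included the log2 fold change was -2.35 (unadjusted edgeR p of 0.00629), and Gm37534 was no longer past the cutoff in female blood. Rgl2 (ENSMUSG00000041354, chromosome 17, 33929543 to 33937687) fell from 38.8 ± 1.90 to 31.2 ± 2.83 CPM in female cortex (log2 fold change -0.29, SE 0.07, adjusted p = 0.0637 from edgeR) and from 2.00 ± 0.748 to 0.773 ± 0.366 CPM in female blood (-1.40, SE 0.48, unadjusted edgeR p of 0.00898). DESeq2 and the absence of RIN each gave 0 shared genes, and lane in the model gave 4.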

**Fig. 3:**
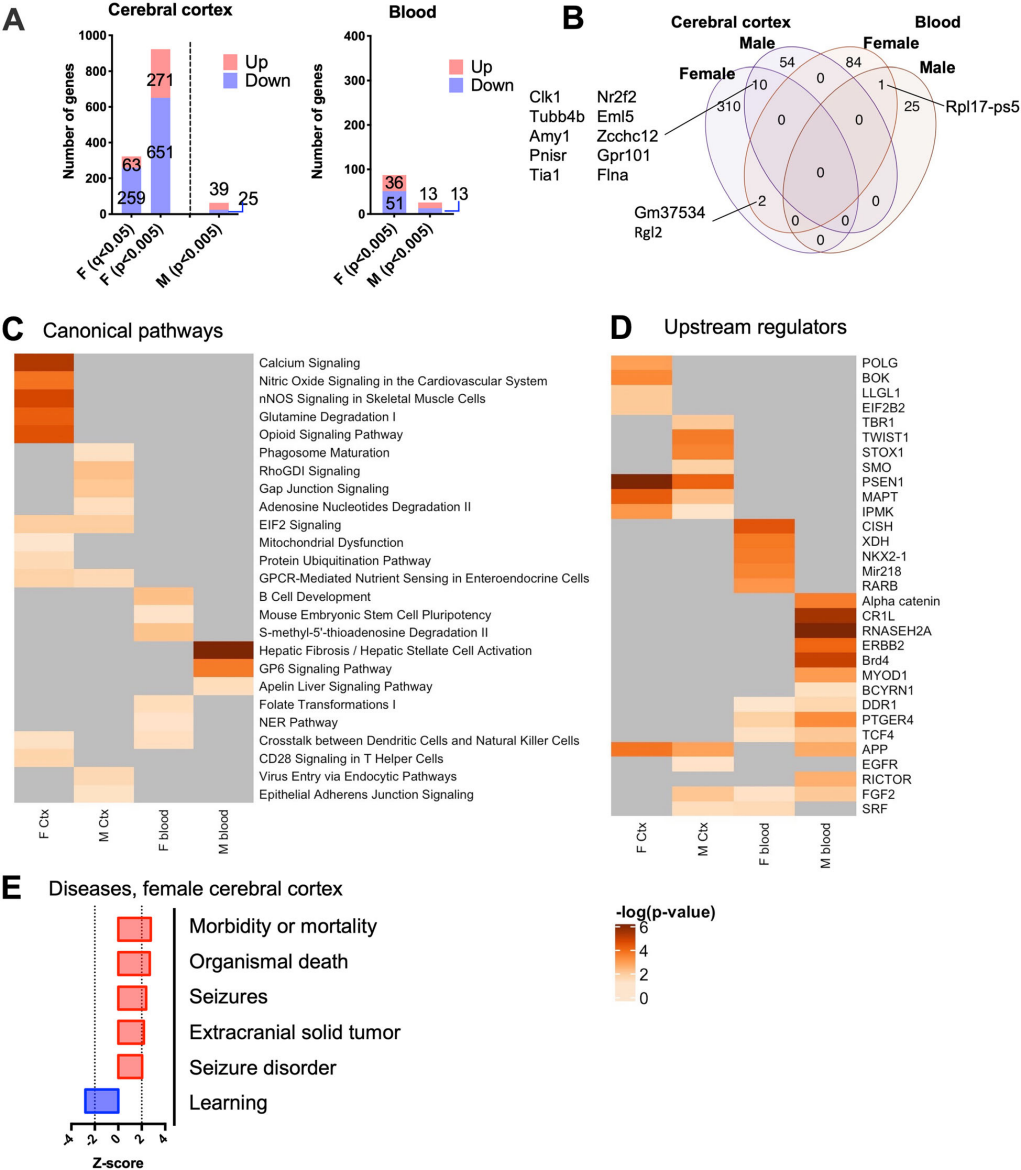
Prenatal exposure of mice to nPM potentially caused sex and tissue-specific gene expression changes in male and female neonates. **A** Differential expression analysis of the cerebral cortex and blood transcriptome responses to nPM. Only female cerebral cortex had DEGs at *q* < 0.05 significance. **B** Venn diagram showing the overlapped DEGs between brain and blood of male and female neonates. For female cerebral cortex, only nPM-DEGs with *q* < 0.05 significance were included in the analysis. **C** Comparison analysis of enriched canonical pathways in all groups. The heatmap shows the top pathways shared between blood and cerebral cortex. **D** Potential upstream regulators of nPM responses in blood and cerebral cortex. The heatmaps are sorted based on the sum of −log10(*p* values) in each row. *P* values below 10^−6^ were converted to 10^−6^ for better visualization. **E** Enriched diseases in the cerebral cortex of females that were prenatally exposed to nPM. *Z*-score is a statistical measure that matches between expected relationship direction built from previous studies and observed gene expression. *Z*-scores > 2 or < − 2 is considered as significant. Note: for female cerebral cortex, only nPM-DEGs with *q* < 0.05 significance were included in the analysis

### Ingenuity pathway analysis of the exploratory sex-specific transcriptional changes in blood and cerebral cortex of neonates prenatally exposed to nPM

IPA was performed on the nPM-DEGs in males and females cerebral cortex and blood. The results of different gene subsets in each group were put together to identify the shared, tissue-, and sex-specific canonical pathways, and potential upstream regulators of the observed changes. 

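The proteins of the ribosome carry most of the genes of EIF2 signaling, and 82 ribosomal protein genes were tested as a list in each sex. In female cortex all 82 were higher after nPM, with a median log2 fold change of 0.16 (adjusted camera p of 2.93e-35 and fry p of 0.120). In male cortex 72 of the 82 were lower, with a median of -0.08 (adjusted camera p of 1.83e-09 and fry p of 0.700). The difference of the sexes, male less female, had a median of -0.25 in the interaction term (adjusted camera p of 1.57e-34 and fry p of 0.0902). With both sexes together the median was 0.05, with 76 genes higher and 6 lower (adjusted camera p of 1.74e-07). Testing lists in the fits of 1 sex was chosen after the data had been seen.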

The nPM-DEGs in the cerebral cortex were enriched for genes involved in EI2F signaling and GPCR-mediated nutrient sensing pathways (Fig. 3C). In females, nPM-DEGs were enriched for nervous system pathways such as calcium and opioid signaling. 

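Calcium and opioid signaling were not tested as pathways here, because the pathway database was not used. Itpr1, a calcium channel gene chosen after its value was seen, had a log2 fold change of -0.304 in female cortex (SE 0.059, adjusted p = 0.0316 from edgeR) and -0.200 with both sexes together (SE 0.050, adjusted p = 0.566), and its interaction had an adjusted p of 0.499.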

Further, nPM-DEGs suggested altered nitric oxide synthesis in the female cerebral cortex. In contrast, nPM-DEFs in males were enriched for pathways such as Gap junction and immune responses (i.e., phagosome maturation, RhoGDI, and CD40 signaling). 

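The nitric oxide synthase genes themselves had no difference past the cutoff in female cortex. Nos1 (ENSMUSG00000029361, chromosome 5, 117781032 to 117958840) had a log2 fold change of 0.01 (SE 0.06, adjusted p = 0.983 from edgeR), Nos2 (ENSMUSG00000020826, chromosome 11, 78920787 to 78960254) of 0.04 (SE 0.33, adjusted p = 0.974) from 15 to 25 counts per library, and Nos3 (ENSMUSG00000028978, chromosome 5, 24364810 to 24384474) of -0.07 (SE 0.12, adjusted p = 0.837). With so few counts, a change of Nos2 of the size of its SE was not detectable.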

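Of the immune lists, the microglia and inflammation genes had a median log2 fold change of -0.17 in male cortex, and of -0.15 with the genes at or under 3 counts set to their bounds (7 higher and 21 lower, adjusted camera p of 0.000990 and fry p of 0.700). In female cortex their median was 0.00 (adjusted camera p of 0.989). The interferon gamma response genes had medians of -0.27 in males (adjusted camera p of 6.98e-05) and 0.02 in females (0.496), and their interaction had a median of -0.27 (adjusted camera p of 0.00473 and fry p of 0.80). Gap junction, RhoGDI and CD40 signaling were not tested as pathways here. The lists past camera numbered 11 of 20 in male cortex, none of which held with fry.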

In blood, nPM-DEGs were enriched for stress and inflammatory-related pathways in both males and females (i.e., G2/M DNA damage checkpoint, p38 MAPK signaling). 

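The G2/M cell cycle genes had a median log2 fold change of 0.00 in female blood (adjusted camera p of 0.657) and -0.02 in male blood (0.83). In cortex the same genes were higher, with medians of 0.19 for both sexes together (24 of 27 higher, adjusted camera p of 3.27e-08 and fry p of 0.386), 0.14 in females and 0.29 in males. The p53 DNA damage genes had a median of 0.31 in female blood (12 higher and 3 lower, adjusted camera p of 0.0444 and fry p of 0.611). In male blood it was 0.33 (12 higher and 5 lower, adjusted camera p of 0.146 and fry p of 0.635). In cortex their median was 0.02 (adjusted camera p of 0.476).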

Some of the sex-specific blood pathways included B cell development, and stem cell pluripotency in females; hepatic fibrosis, and GP6 signaling in males. 

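In female blood the B cell development genes had a median log2 fold change of -0.80 (2 of 19 higher, adjusted camera p of 1.34e-06 and fry p of 0.372), and in male blood of -0.33 (adjusted camera p of 0.0112). Gp6 is a receptor of platelets, and the 17 platelet genes had a median of 0.84 in female blood (all higher, adjusted camera p of 1.55e-11 and fry p of 0.372) and -0.22 in male blood (1 higher and 16 lower, adjusted camera p of 0.0105 and fry p of 0.729). The difference between the sexes was not tested for the blood lists. Gp6 had a log2 fold change of -0.007 (SE 0.243, adjusted p = 1 from edgeR) in blood of both sexes.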

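For lymphocytes, T and NK cell genes were tested in blood, where their median log2 fold change was -0.44 (2 of 15 genes higher and 13 lower, adjusted camera p of 3.68e-06 and fry p of 0.696). It was -0.97 in females (0 of 15 higher, adjusted camera p of 3.21e-07) and -0.38 in males (0.00537). The interferon gamma response genes had a median of -0.31 in blood (5 of 35 higher, adjusted camera p of 3.68e-06 and fry p of 0.696), with -0.77 in male blood (adjusted camera p of 9.52e-15) and -0.11 in female blood (0.168). These lists follow the cell types in blood as well as their expression. Neutrophil genes moved in opposite directions in the sexes, with medians of -0.32 in females (adjusted camera p of 0.0257) and 0.56 in males (9.87e-08), and erythroid genes had medians of 0.63 in females (3.01e-06) and -0.18 in males (0.0522). With fry the adjusted p-values were 0.611 and 0.635 for neutrophil and 0.372 and 0.715 for erythroid genes, and none of the 13 lists was past fry in blood of either sex.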

The shared canonical pathways between blood and cerebral cortex of male or female neonates were associated immune responses (i.e., cross-talk of dendritic and NK cells).

Several potential upstream regulators were enriched in cerebral cortex and blood of the prenatally exposed animals (Fig. 3D). 

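The level of Mapt, which encodes tau, was compared in cortex, which does not test tau as an upstream regulator. Mapt (ENSMUSG00000018411, chromosome 11, 104231390 to 104332090) was at 1250 ± 129 CPM after nPM and 1122 ± 125 CPM in controls in females (SD, n = 3 each), a log2 fold change of 0.14 (SE 0.08, adjusted p = 0.470 from edgeR, exact permutation p = 0.3). In males it changed by 0.05 (SE 0.15, adjusted p = 0.984 from edgeR).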

Some of the cerebral cortex regulators included Psen1, and Mapt (Tau) which are associated with Alzheimer disease (AD). The blood-specific upstream regulators of nPM responses included Myod1 (myogenic differentiation 1, related to muscle regeneration), Bcyrn1 (Brain cytoplasmic RNA 1), and Ddr1 (Discoidin domain receptor tyrosine kinase 1, involved in cell growth, differentiation and metabolism). 

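Myod1 (ENSMUSG00000009471, chromosome 7, 46376474 to 46379099) had 0 to 1 counts and Ddr1 (ENSMUSG00000003534, chromosome 17, 35681567 to 35704621) 0 to 7 counts in the 11 blood libraries, so neither was tested in blood and a difference was not detectable at this depth. In cortex, Myod1 had 0 to 4 counts and Ddr1 was at 33.4 ± 1.88 CPM after nPM and 31.9 ± 2.78 CPM in controls (SD, n = 6 each; log2 fold change 0.07, SE 0.06, adjusted p = 0.903 from edgeR). Bcyrn1 is not in the annotation used for the counts.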

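In cortex, App (ENSMUSG00000022892, chromosome 16, 84954440 to 85173707) had a log2 fold change of 0.05 (SE 0.06, adjusted p = 0.707 from edgeR) in females and -0.07 in males. In blood it had 7 to 198 counts per library and a log2 fold change of 0.64 (SE 0.49, adjusted p = 1, exact permutation p = 0.307), which was 1.82 within lane 1 and -0.64 within lane 3. Fgf2 (ENSMUSG00000037225, chromosome 3, 37348346 to 37410108) was at 3.07 ± 0.591 CPM after nPM and 2.83 ± 0.395 CPM in control cortex (SD, n = 6 each), a log2 fold change of 0.11 (SE 0.15, adjusted p = 0.930). In blood it had 0 to 4 counts and was not tested.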

The shared regulators between blood and cerebral cortex included App (amyloid precursor protein, a known AD-associated gene), and Fgf2 (fibroblast growth factor 2).

We also compared the observed nPM-DEGs to gene expression signatures of diseases in the IPA database. Only the changes in the female cerebral cortex could significantly enrich the diseases in IPA. The results suggested that nPM would increase the risk of morbidity, mortality, seizure, tumor formation, and learning impairments in females (Fig. 3E).

### Blood nPM responses as a biomarker of cerebral cortex gene expression changes

Comparison of the blood and cerebral cortex results revealed that nPM effects are mostly tissue specific. 

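With both sexes together, 35 of the cortex genes and 17 of the blood genes past the cutoff in model 1 were tested in both tissues, and they shared 0 genes, where 0.062 would be shared by chance (9602 genes). At this number of genes an overlap of 0 is also what chance gives. In males 33 cortex and 32 blood genes shared 2, the pseudogenes Rpl17-ps8 and Rpl7a-ps11, 1 of them with the same direction (0.103 expected, hypergeometric p of 0.00471, one-sided). This p takes the genes and the lists of both tissues as independent. The paper describes both tissues as taken from the same animals, so the p may be too small. Female and male blood shared 1 gene, the pseudogene Rpl17-ps5, with opposite directions (0.244 expected, hypergeometric p of 0.217, one-sided). From the comparison of the nPM-DEGs of both tissues, the paper concludes that nPM effects are mostly tissue specific.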

As shown above (Fig. 3), 2 nPM-DEGs were shared between blood and cerebral cortex. 

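With the unadjusted cutoff in both tissues, 444 female cortex and 70 female blood genes shared 2, Gm37534 and Gm5786, where 2.93 would be shared by chance (hypergeometric p of 0.798, one-sided). Of the 2, 1 changed in the same direction in both tissues. With limma voom and Storey's q-values, an alternative chosen after seeing the data, the 2 shared genes were Gm37534 and Rgl2.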

We further used a sparse canonical correlation analysis (CCA) of tissue-specific nPM-DEGs to select the blood nPM-DEGs that highly correlated with brain nPM-DEGs. This method will identify the blood nPM-DEGs that might not specifically change in the cerebral cortex, but correlate with the nPM-DEGs in the brain. Thus, the blood nPM-DEGs have the potential to be tested as biomarkers of air pollution mediated neurotoxicity. Our prior analysis identified a total of 382 nPM-DEGs in the cerebral cortex and 108 nPM-DEGs in blood. CCA of these subsets identified a group of 3 blood nPM-DEGs that canonically correlated (*r* = 0.98) with 14 nPM-DEGs in the cerebral cortex (Fig. 4). 

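The nPM effect of model 2 is the effect in the reference sex, so its genes were compared with those of the fits by sex. Of the 419 cortex genes, 387 were also past the cutoff in female cortex, all in the same direction, and 8 in male cortex. Of the 112 blood genes, 57 were also past it in female blood and 1, Rn7s2, in male blood. The 419 cortex and 112 blood genes were used for the sparse canonical correlation.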

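Sparse canonical correlation analysis (penalized matrix decomposition, penalty 0.3 on both tissues) was run on log2 CPM adjusted for RIN, centred and scaled. Since the blood and cortex libraries of one animal are not known, blood libraries were paired at random with cortex libraries of the same sex and exposure, 100 times. The first canonical correlation had a median of 0.978 (range 0.952 to 0.991), and a median of 15 blood and 57 cortex genes was chosen. In 39 of the 100 pairings it was 0.980 or more. With libraries paired without regard to sex and exposure the median was 0.833 (0.570 to 0.983), and 2 of 100 pairings reached 0.980. As many genes were also drawn at random from the other tested genes, as a single set used for all pairings. Their median was 0.969 (0.944 to 0.993) within sex and exposure and 0.965 (0.924 to 0.987) without regard to them. These ranges do not hold the spread between draws of genes. A penalty of 0.1 gave a median of 0.982 with 2 blood and 7 cortex genes, and a penalty of 0.5 gave 0.962 with 40 and 151.

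**Figure D4:**
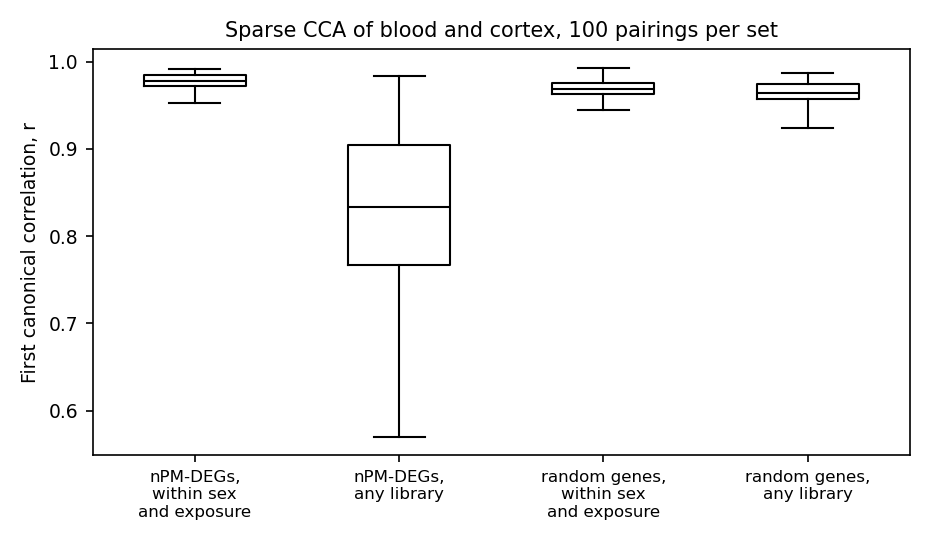
First canonical correlation r of blood and cortex over 100 random pairings of libraries, paired within sex and exposure or with any library. The genes were the nPM-DEGs of model 2 or a single set of random genes. Boxes show quartiles and the median, and whiskers the range. The medians are 0.978, 0.833, 0.969 and 0.965 from left to right.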

The blood genes included Id3 (inhibitor of DNA binding 3, involved in several pathways such as adipogenesis, Wnt, Hedgehog, and Notch), hist2h2ac (histone cluster 2, involved in meiosis and Rho GTPases), and Myom1 (Myomesin 1, involved in striated muscle contraction). 

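Id3 (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755) had 2 to 31 counts per blood library and was at 0.268 ± 0.133 CPM (SD, n = 6) after nPM and 0.677 ± 0.279 CPM (SD, n = 5) in controls. In model 2 its log2 fold change was -2.13 (SE 0.62, adjusted p = 0.439 from edgeR), and the log2 CPM of both sexes gave an exact permutation p of 0.00866. Hist2h2ac (ENSMUSG00000068855, chromosome 3, 96220361 to 96220880), an intronless histone gene with close paralogs that overlaps Gm44492, was at 0.933 ± 0.510 and 1.85 ± 0.722 CPM (log2 fold change -1.74, SE 0.46, adjusted p = 0.439, exact permutation p = 0.0238). Of its libraries, control V4 at 3.88 CPM (95% Wilson interval 3.14 to 4.8) and nPM V21 at 2.17 CPM (1.58 to 2.98) lay far above their groups. Myom1 (ENSMUSG00000024049, chromosome 17, 71019521 to 71126856) rose from 0.592 ± 0.209 to 1.54 ± 0.774 CPM (log2 fold change 2.23, SE 0.54, adjusted p = 0.398, exact permutation p = 0.00649), and nPM V3 was highest at 3.00 CPM (95% Wilson interval 2.34 to 3.86). In female blood with V2 included, the log2 fold changes of Id3, Hist2h2ac and Myom1 were -2.86, -1.52 and 2.20, against -2.19, -1.75 and 2.26 without V2. In the 100 pairings within sex and exposure, none of the 3 genes was among those chosen at the penalty of 0.3.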

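In model 2, the nPM effect in females on Arg1, which had 1 to 17 counts per cortex library, was a log2 fold change of 2.92 (SE 0.53, adjusted p = 0.180 from edgeR), and its interaction was -2.27 (SE 0.73, unadjusted edgeR p of 0.00749). In the 6 female libraries, Arg1 was at 0.442 ± 0.121 CPM (SD, n = 3) after nPM. The controls had at most 2 counts. The nPM mean was 4.18-fold the mean level that 3 counts would give in the controls, a ratio that leaves out counting error. The difference had an adjusted p of 0.0360 from edgeR (exact permutation p = 0.1). That adjusted p was 0.0553 with filterByExpr and 0.062 to 0.134 with 1 library left out. The collagen gene Col22a1 (ENSMUSG00000079022, chromosome 15, 71795795 to 72034227) fell from 9.03 ± 1.64 to 5.98 ± 0.631 CPM in female cortex (SD, n = 3 each; log2 fold change -0.58, SE 0.15, adjusted p = 0.0858 from edgeR), and by -0.59 in model 2 (SE 0.16, adjusted p = 0.222). Over the pairings within sex and exposure, Arg1 was chosen in 1 of 100 and Col22a1 in 0.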

Some example nPM-DEGs in the brain included Arg1 (arginase 1, associated with innate immune responses) and Col22a1 (collagen type XXII alpha 1).

**Fig. 4:**
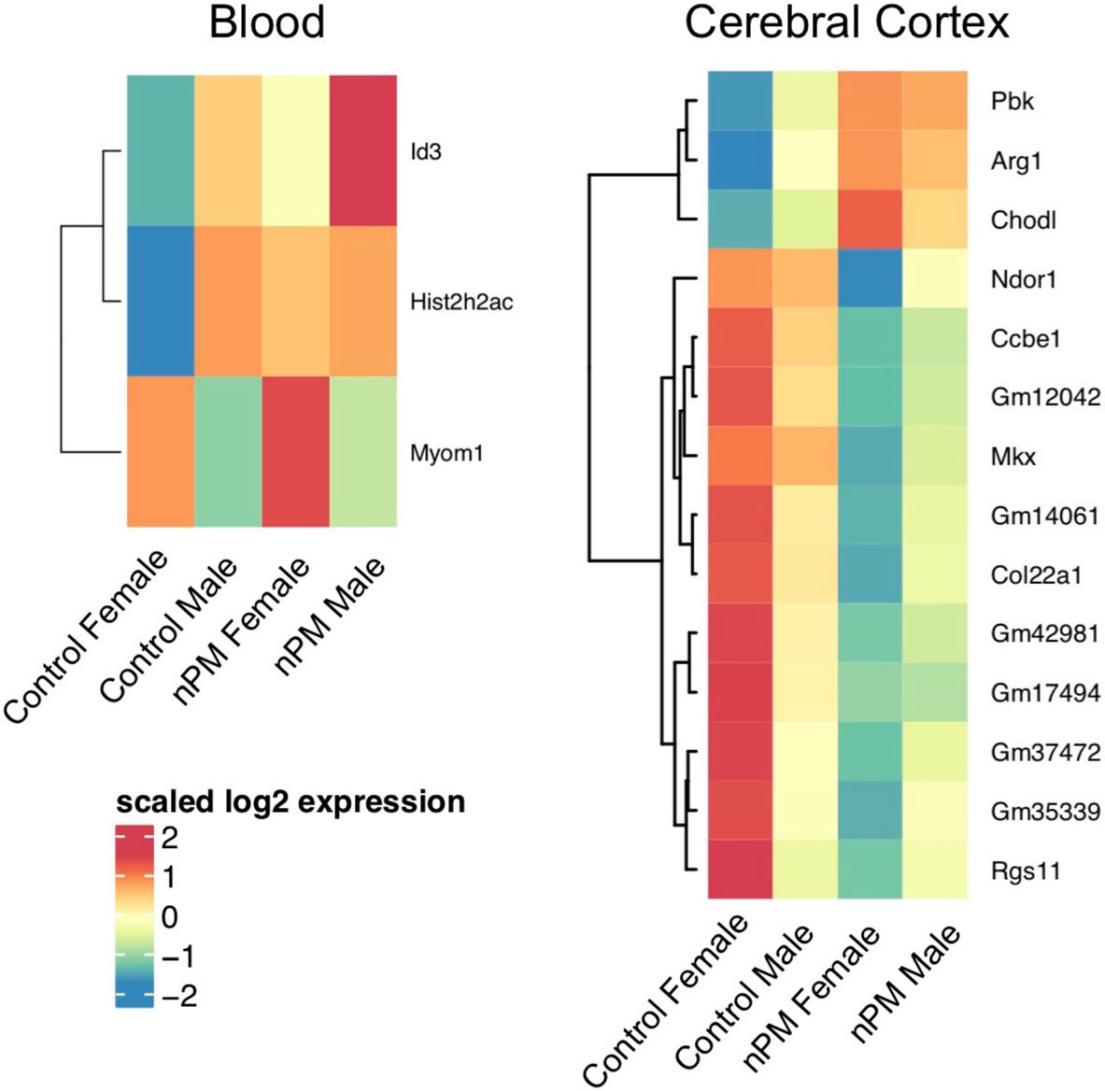
Sparse canonical correlation of nPM-associated gene in blood and cerebral cortex of mouse neonates. Heatmap showing the mean expression changes of the selected genes in blood and cerebral cortex. Gene expressions were adjusted for RIN values of each sample. These gene sets had a canonical correlation of 0.98

## Discussion

This is a novel transcriptome analysis of cerebral cortex and blood of neonate mice with prenatal exposure to nPM. Prenatal nPM exposure induced 124 DEGs in the cerebral cortex of both sexes. Sex-specific effects were suggested with the greatest numbers of changes (322 DEGs) occurring in females. Simultaneous analysis of blood and cerebral cortex of the same animals identified 14 blood genes as potential biomarkers for the cerebral cortex gene expression changes: 2 nPM-DEGs were shared between blood and brain; and 3 nPM-DEGs were canonically correlated with brain responses. 

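For oxidative stress, a list of NRF2 target genes had a median log2 fold change of 0.03 in cortex (26 genes, adjusted camera p of 0.0789) and 0.08 in blood (adjusted camera p of 0.381) with both sexes together. In female cortex the median was 0.11 (adjusted camera p of 0.000290) and in male cortex -0.05 (0.0279), with a difference of -0.17 between them (adjusted camera p of 7.06e-05 and fry p of 0.0902). In female blood it was 0.42 (5.11e-05) and in male blood -0.12 (0.596).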

Some of the oxidative stress (e.g., NRF2) and immune responses were also shared between blood and cerebral cortex.

Prenatal nPM exposure affected 124 DEGs in the cerebral cortex that were related to immune system (e.g., neuroinflammation), brain development (e.g. axonal guidance), and some metabolism pathways. Other studies on developmental effects of PM also showed an increase of neuroinflammation [25, 34], microglial activation [29, 32], and neurodevelopmental changes such as ventriculomegaly and hypermyelination [34]. Our study highlighted the potential role of the Creb and Bdnf in the observed changes in the cerebral cortex. A recent study showed that prenatal PM2.5 exposure causes CREB/BDNF signaling activation in the hippocampus of one-month male and female neonates [52]. CREB is a transcriptional factor that regulates cell differentiation, proliferation, and survival in the nervous system. This gene is a target for cancer therapy through inhibition of phosphorylation, CREB-DNA, and CREB-CBP interactions [53]. The secreted neurotrophin brain-derived neurotrophic factor (BDNF) is a regulator of synaptogenesis, synaptic plasticity, neuronal differentiation, learning, and memory [54]. Further examination of the role of CREB and BDNF in air pollution toxicity mediated neurodevelopmental changes are warranted.

Several other enriched pathways of nPM-responsive genes in cerebral cortex of males and female neonates are supported experimentally based on our exploratory analyses. For example, in adult nPM-exposed male and female mice, selective cortical glutamatergic nPM effects are reported [41, 43, 55]. Another example is nitric oxide signaling and the potential regulatory role of nitric oxide synthase during nPM-mediated neurotoxicity. Our prior studies showed that nPM induces iNOS, nitric oxide, and/or nitrosylation in cell culture [56, 57], hippocampal slice [30], and in vivo [56]. Our analyses identified a subset of 322 nPM-DEGs in the female neonatal cerebral cortex after gestational exposure to nPM. Many epidemiological and mouse models document that prenatal air pollution exposure have sex-specific neurodevelopmental trajectories [30, 31, 33–36]. In humans, prenatal air pollution exposure affect the attention domains of boys and memory domains of girls [24]. Prior measurement of mitochondrial DNA copy number (mtDNAcn) as a marker of mitochondrial dysfunction in human cord blood and placenta showed off-spring sex-specific responses to gestational air pollution exposure [58, 59]. Mitochondrial dysfunction and oxidative phosphorylation were among the top nPM-responsive pathways in the cerebral cortex of both sexes of neonates, which parallels these studies. 

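The 76 nuclear genes of oxidative phosphorylation moved in opposite directions in the sexes. In female cortex their median log2 fold change was 0.11 (70 higher and 6 lower, adjusted camera p of 1.44e-18 and fry p of 0.00507), and in male cortex -0.12 (1 higher and 75 lower, adjusted camera p of 2.11e-21 and fry p of 0.527). The interaction had a median of -0.21 (adjusted camera p of 1.82e-26 and fry p of 0.103), and both sexes together gave 0.02 (adjusted camera p of 0.00916). The 13 mitochondrially encoded protein genes had medians of 0.06 in female (adjusted camera p of 0.685) and 0.00 in male cortex (0.833), and of 0.02 together (0.676). In blood the nuclear list had a median of 0.03 (adjusted camera p of 0.406). It was 0.32 in female blood (59 higher and 17 lower, adjusted camera p of 4.34e-06 and fry p of 0.372) and -0.08 in male blood (adjusted camera p of 0.273). The mitochondrial list had a median of 0.17 in blood (0.200), with 0.56 in male (5.88e-06) and -0.32 in female blood (0.204).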

We believe replication and expansion of this sex-specific work in larger experimental samples may help to better understand mechanisms of sex-differences in a model system, with relevance to epidemiologic work.

Some of the potential upstream regulators of prenatal nPM:sex interaction included RICTOR, PSEN1, APP, MAPT (Tau) and NFE2L1 (NRF1). 

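The interaction was tested for the transcript levels of genes of these regulators, not for the activity of their products. In cortex it was -0.17 for Mapt (SE 0.19, adjusted p = 0.819 from edgeR) and -0.12 for App (SE 0.10, adjusted p = 0.737). Rictor had an interaction of 0.154 (SE 0.068, adjusted p = 0.498). Nfe2l1 was not among the 2018 cortex genes with an unadjusted interaction p under 0.05, and its change with both sexes together was -0.025 (SE 0.049, adjusted p = 0.953). In blood the interaction of App was 1.20 (SE 1.04).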

Our recent study in the adult brain revealed that sex can alter the antioxidant and neuroinflammatory responses to air pollution potentially through an intricate interplay of NRF2 and NFKB transcriptional factors [60]. The current study neuroimmune responses to air pollution in the neonates brain. In another study, we introduced Caenorhabditis elegans as a model of air pollution toxicity [61]. We showed initial nPM-mediated *skn-1*/*Nrf* homolog responses in the developmental stage can lead to long-term developmental and lifespan changes.This study also showed *sel-12*/*Psen* homolog is among the first larval stage nPM responses. This gene is a gamma secretase that is involved in amyloidogenesis and Alzheimer disease (AD). Exposure of adult AD mouse models to nPM lead to increase of cerebral cortex amyloid β levels [55]. The current results suggest gestational air pollution exposure might lead to sex-specific AD risk. Moreover, the identified upstream regulators can be used as preventive targets for the long-term depressive behavior, metabolic abnormalities, and potentially autism spectrum disorders observed at later ages [40].

Air pollution is a global risk factor of mortality and morbidity. The observed nPM-mediated gene expression profile suggest that prenatally exposed animals may be at a higher risk of mortality, morbidity, tumor formation, seizure, and learning deficits. A recent study estimated that high PM2.5 is responsible for 22% of infant death, around 449,000 death excess in more than 30 countries [1]. Cancer and neurodevelopmental effects of gestational air pollution are also documented in human studies [9, 62]. Potential hazards of gestational air pollution exposure on brain tumors warrant further epidemiological investigation.

Prenatal nPM exposure had fewer gene responses in the blood compared to the cerebral cortex. Despite the fewer number of changes identified, our results indicated some immune responses are shared between these two tissues. Thus, our study used mice transcriptome data to identify blood genes that can be tested in human studies as possible biomarkers of air pollution neurotoxicity. Studies show that gestational air pollution exposure leads to sex-specific telomere shortening [63, 64] and increase of PAH-DNA adducts in cord blood [2] but these have not been validated as potential biomarkers for brain effects. For the first time, we identified 5 blood genes (2 shared nPM-DEGs, 3 genes through CCA) associated with gene expression changes in the cerebral cortex of the offspring. The application of these genes in human cord blood or placenta should be tested in future studies.

There are still large gaps in knowledge regarding the mechanism of air pollution neurotoxicity. For example, it is unclear which neurotoxic components of PM contribute to the observed neurodevelopmental changes. Our recent study showed that the polycyclic aromatic hydrocarbons (PAHs) of PM are not required for some PM neurotoxicity [65], while prenatal exposure to PAHs is associated with neurodevelopmental and cognitive changes during childhood in epidemiologic data [21]. Another parameter not included in our study is maternal stress. Maternal resource deprivation interacts with gestational exposure to diesel exhaust particles (DEP) by inducing long-term offspring anxiety-like behavior and sex-specific gene expression changes; e.g., only male offspring with prenatal DEP and maternal stress showed increased Tlr4 and Casp1 [26]. Furthermore, in humans, a three-way interaction between PM2.5, maternal trauma and sex was shown for placental mitochondrial DNA copy number [58]. Future studies are needed to elucidate the contribution of maternal stress to air pollution-mediated transcriptome changes of neonates.

Several limitations of this study will require future studies to determine mechanisms by which nPM exposure changes gene expression and function in mouse brain and blood. Future studies will be required to validate transcript changes and protein abundance changes in a larger sample size. We did identify several robust differences in our analysis, but the small sample size limited the statistical power to identify smaller magnitude responses, in particular for sex-specific analyses. The single time point of analysis also limits our conclusions since we do not know how these transcriptional responses change during development. We also acknowledge that protein changes do not always correspond with transcriptional responses. Since proteins were not measured in our study, we cannot make definitive conclusions on functional outcomes potentially resulting from the observed transcriptional changes. Future studies need to include larger samples sizes, multiple time points, and protein measurements. The time course of neurodevelopmental transcriptional changes are particularly important because adult behavioral changes to nPM were found to be male-specific [40] while neonatal changes in gene expression were more pronounced in females.

## Conclusion

This novel study describes the transcriptome changes in cerebral cortex and blood of male and female neonates after prenatal air pollution exposure. Since we studied the changes in early postnatal stages, the observed changes can be applied as biomarkers or further studied as the biological responses that contribute to long-term effects of air pollution toxicity. We identified some blood genes that correlated with cortical responses to air pollution. Future analysis of these genes in human cord blood will determine their relevance.

## Supplementary Information

**Additional file 1: Supplementary file 1.** Differential expression analysis summary statistics.

## Data Availability

NCBI GEO Accession, GSE142453. Results in the supplementary excel file.

How the deposited data were processed for this re-analysis (not part of the article)

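The libraries came from whole blood and dissected cerebral cortex of mouse neonates, 12 per tissue, with 3 for each sex and exposure. RNA was depleted of ribosomal RNA (RiboZero Gold). The authors aligned the reads to mm10 with HISAT2 and counted them on Gencode M11 genes with featureCounts. Their count table, with 48709 genes and 24 libraries, is in counts without normalization and was used for every test here. Their gene table gives coordinates, gene types and lengths. It also holds mean RPKM values that the authors made from the counts, scaled by gene length and library total, and these were not used in any test. Reads were not realigned. The paper's text does not state the strandedness of the libraries.

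V2, a control female, was left out of the blood comparisons, because leaving it out gave the average expression of the paper's supplementary blood table. Comparisons of female blood therefore had 3 nPM and 2 control libraries. With 1 more left out only 1 control female would remain, so V4 and V17 were not left out of the fits of female blood, of blood in model 2 or of the blood interaction. No 2 libraries of a tissue were copies of each other. The smallest chi-square per gene of any 2 libraries was 7.831 in cortex and 22.88 in blood, where sampling alone gives 1, and of 2 libraries of the same sex and exposure 9.147 and 33.4.

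The test was edgeR's quasi-likelihood F test (two-sided) with TMM normalization, on genes with at least 1 count in every library of the fit, with RIN as a covariate. Adjusted p-values in the passages come from edgeR unless another tool is named. Model 1 had exposure, sex and RIN. Model 2 added the exposure-by-sex term, with females as reference. The fits of 1 sex had exposure and RIN. The cutoffs were the paper's, an unadjusted p of 0.005 and an adjusted p of 0.05. The prior count was 0.5 and the floor for a count of 0 was 3 counts. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the seed was 20211.

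The choice of the main test and of its alternatives was made before the data were examined. The alternatives were limma voom, DESeq2, RLE normalization, filters of at least 1 count in any library, at least 10 counts in every library and edgeR's filterByExpr, no RIN covariate, a lane covariate, males as reference, sum coding, a contrast from the fit of both sexes, all blood samples, another control female left out in place of V2, each library left out in turn where at least 2 libraries stay in each group, unadjusted p-values for the overlaps, 2 other tests of the gene lists, and other settings of the canonical correlation. Further alternatives were chosen after seeing the data. These were limma voom with Storey's q-values, limma voom without RIN, the percent of counts on TEC genes as a covariate, gene lists in the fits of 1 sex, and a canonical correlation on genes that were not scaled.

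The named genes are those the paper names in its text and in Figs. 1, 3B and 4, the regulators and enzymes of its Figs. 2 and 3D, the genes whose identifiers its supplementary blood table carries, and the 3 genes with the smallest p in each edgeR comparison. Of 73 symbols and identifiers taken from the paper, 71 were found, for 69 genes. Gm37532 and Bcyrn1 are not in the annotation. The result of 1 gene is not reported here.

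The gene lists were written after reading the paper and before the data were examined. They cover ribosomal proteins, nuclear and mitochondrial genes of oxidative phosphorylation, axon guidance, replication-dependent histones, CREB targets, interferon gamma response, microglia and inflammation, NRF2 targets, p53 targets, G2/M cell cycle, erythroid and neutrophil cells, B cells, T and NK cells, platelets, and the tissues around the cortex. They were tested with limma's camera (correlation 0.01), with fry, and with camera at an estimated correlation. The pathway software of the paper was not used here.

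The sparse canonical correlation was written for this work after the published algorithm, with a penalty of 0.3 and 100 random pairings within sex and exposure.

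The scripts were tested on simulated counts with 200 genes changed by a fold of 2. At the unadjusted cutoff edgeR recovered 166 of them in cortex, 102 in blood, 152 in female cortex, 138 in male cortex, 45 in female blood and 48 in male blood. Of unchanged genes, 0.391 to 0.586% were called.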

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

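The fits with lane, without RIN and with a library left out were among the alternatives set before the data were examined. The other tests of explanations in this part were chosen after the result was seen, except those of sequencing depth and gene length. For depth and gene length a prediction was written before the test. In 74 groups of libraries and measures, 17 values lay far outside their group by Dixon's test, where 3.7 would by chance.

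Blood library V2, a control female, stood apart in 4 measures. It had 22500 genes with a count (13300 to 15700 in the other controls), 50.1% of counts on globin genes (71.3 to 76.8%), 3.76% on mitochondrial genes (2.72 to 3.07%) and 0.153% on TEC genes (0.00428 to 0.0115%). All 24 skin epidermis genes tested were above all 11 other blood libraries, as were 24 of 24 connective tissue genes and 17 of 18 muscle genes, against 2 of 16 liver genes, 12 of 30 cortex neuron genes and 1 of 20 white cell genes. Krt1 was at 3860 CPM in V2 and at most 3.62 CPM in the others. Skin or other solid tissue in the sample is a candidate explanation that the count of 24 fits. Fewer red cells alone would raise the white cell genes as much as the skin genes, and the difference of their median log2 ratios was 11.56. Cortex RNA in the sample is unlikely, with 12 of 30 neuron genes higher and 0 counts of Neurod6 and Neurod2 in V2 (floor 0.142 CPM), which have medians of 165 and 47.5 CPM in cortex. V2 is a control, and no biological explanation of its values was tested.

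Blood library V5, an nPM male, had 0.0145% of counts on TEC genes (0.00639 to 0.00887% in the other nPM blood libraries), the highest Kif3a, 2.33 CPM (1.13 to 1.40), and the highest Mapkbp1, 1.41 CPM (0.257 to 0.629). Its cortex neuron genes summed to 0.528% of their level in cortex, against 0.0941 to 0.138% in lane 1 libraries other than V2 and V5. Cortex RNA in V5 could raise genes of blood after nPM. Without V5 the 8 higher genes stayed higher, which decides little, because they were chosen for being higher, and 2 of the 8 stayed past the cutoff. Kif3a then had a log2 fold change of 0.91 (p of 0.00855) and Mapkbp1 of 1.39 (p of 0.0162). Leaving out V1 lowered Mapkbp1 further, to 1.31. Without V5 the log2 fold change of Ptprf fell from 2.24 to 1.25, that of Prune2 from 1.76 to 1.62 and that of Lrp1 from 0.64 to 0.50. It was not lower for Myom1 (1.37 to 1.45), Noct (1.05 to 1.08) and Pex3 (1.21 to 1.26). At the 0.528% of the neuron genes, cortex RNA would give 1.01 of the 2.33 CPM of Kif3a in V5 and 0.558 of the 1.41 CPM of Mapkbp1. It would give 0.683 of the 2.87 CPM of Ptprf and 2.18 of the 16.9 CPM of Lrp1. For Noct, Prune2, Pex3 and Myom1 it would give 0.195, 0.177, 0.153 and 0.0172 CPM, of 1.90, 1.41, 0.705 and 1.35 CPM. This estimate applies 1 share to every gene, so how much of the rise of the 8 genes comes from cortex RNA in V5 stays open.

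Libraries of lane 3 held traces of the other tissue. The 4 blood libraries of lane 3 had cortex neuron genes summed at 0.183 to 0.254% of their level in cortex, against 0.0941 to 0.138% in lane 1 without V2 and V5 (exact permutation p = 0.00476, and 0.764 with V2 at 0.930% and V5 at 0.528%). The 4 cortex libraries of lane 3 had 0.0614 to 0.0678% of counts on globin genes against 0.0244 to 0.0445% in lane 2 (exact permutation p = 0.00202). Lane 3 is the only lane with both tissues. Reads exchanged between libraries of the same lane are a candidate explanation. All 8 lane 3 libraries lay above the others, the blood ones only after V2 and V5 were set aside. This is the pattern that raised the explanation, so it does not test it, and the explanation stays open. Blood left in the dissected cortex would not put cortex genes into blood, and 4 of 4 blood libraries had them. Exposure was balanced over the lanes in cortex, and in blood only with V2 included. With lane in the model, 276 female cortex genes passed the adjusted cutoff.

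Single values of genes lay far from their groups in further libraries. In cortex these were Zcchc12 in control V10 at 92.8 CPM (59.6 to 70.4 in the other controls), Gm15801 in control V16 at 3.76 CPM (0.271 to 1.42), and Gm11745 in control V19 at 0.204 CPM from 6 counts (0.0318 to 0.0603). In blood they were Rn7s2 in control V22 at 15300 CPM (5150 to 6240), Rag1 in control V4 at 15.1 CPM (0.809 to 2.17) and in nPM V1 at 4.53 CPM (0.488 to 1.37), Hist2h2ac in control V4 at 3.88 CPM (1.18 to 1.58) and in nPM V21 at 2.17 CPM (0.596 to 0.880), and Myom1 in nPM V3 at 3.00 CPM (0.915 to 1.66). Rag1 and Hist2h2ac in V4 both belong to dividing or immature lymphocytes, and animals may differ in these cells for reasons of age within days 3 to 5. Zcchc12 could vary with tissue ventral to the cortex in the dissection. To test such relations, the mean of each sex and exposure was first removed from both values. The permutations then took the 12 remainders as exchangeable, so their p-values may be too small. Within the groups of the 12 cortex libraries Zcchc12 followed the hypothalamus and amygdala genes with r of 0.844 (permutation p = 0.00015, adjusted 0.00135 over 18 relations) and rho of 0.895 (permutation p = 0.00024). Without the 2 farthest libraries r was 0.745, and within the lanes 0.876 and 0.809. With these genes in the model the log2 differences were 0.23 for Zcchc12, 0.42 for Nr2f2 and 1.10 for Gpr101, against 0.40, 0.56 and 1.12 in the same fits without them, so this alone does not remove the differences. Treated in the same way, Gpr101 followed the meninges genes with r of 0.949 (permutation p = 2e-05, adjusted 0.00036) and rho of 0.930 (permutation p = 3e-05). Without the 2 farthest libraries r was 0.907, and within the lanes 0.928 and 0.996. With the meninges genes in the model the difference of Gpr101 was 0.92 (SE 0.12), against 1.12 (SE 0.20) without them.

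TEC genes took 0.363% of counts in the nPM male V23 (0.264 to 0.296% in the other 5 nPM cortex libraries). Many TEC genes lie in introns, and their share may rise with unspliced or nuclear RNA in the extract. The female cortex genes past the adjusted cutoff could follow the same share, as it was lower in all 3 nPM females. In the 6 male libraries, a score of those genes without the TEC genes had a Spearman's rho of 0.943 with the TEC percent (exact permutation p = 0.0167) and a Pearson's r of 0.693 (p = 0.121, permutation). V24 and V23 were the 2 farthest and are also the only males of lane 3, and over the 4 males of lane 2 r was 0.923. A technical share of unspliced RNA and an effect of nPM on splicing or RNA turnover cannot be told apart with these libraries. The TEC percent as a covariate cannot settle it, because it separates the nPM from the control females completely and so takes the place of exposure in the model. For sequencing depth, thinning to equal totals gave 195 genes past the adjusted cutoff in place of 241. For sequencing lane, a fit with lane gave 276, of which 219 were among the 241. For gene length, removing each library's trend gave 165, of which 158 were among the 241. RNA integrity is already in the model of the 241, and without it 333 genes passed, 227 of them among the 241.

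The effect of nPM differed between the sexes for 5 of 20 cortex lists with camera. Male less female, the medians were -0.25 for ribosomal proteins (adjusted camera p of 1.57e-34), -0.21 for nuclear oxidative phosphorylation genes (1.82e-26), -0.27 for interferon gamma response genes (0.00473), -0.17 for NRF2 targets (7.06e-05) and 0.41 for striatum genes (0.0203). With fry the adjusted p-values were 0.0902, 0.103, 0.80, 0.0902 and 0.80. For single genes the interaction was 0.99 for Amy1 (p of 2.49e-05 from edgeR), 0.62 for Clk1 (1.18e-05), 0.48 for Eml5 (0.000472), 0.49 for Flna (0.00387), 0.49 for Pnisr (0.000546) and 0.50 for Tia1 (0.000198), with adjusted p-values of 0.123 to 0.360. These genes were picked because their signs were opposite in the sexes. The share of unspliced RNA, with its rho of 0.943, could move them together, since Clk1, Pnisr and Tia1 retain introns or act in splicing. A biological difference between the sexes stays open.

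The number of genes past a cutoff was compared with that of other splits of the same libraries into groups of the same sizes. Splits gave as many genes or more in 21 of 100 for cortex, 76 of 100 for blood, 9 of 100 for cortex in model 2, 7 of 100 for the cortex interaction, 21 of 100 for blood in model 2 and 30 of 100 for the blood interaction. For 3 against 3 libraries all 10 splits were made, the true one included. They gave as many in 1 of the 10 for female cortex, at both cutoffs (the largest other counts were 135 against 873, and 3 against 241), 7 of the 10 for male cortex and 7 of the 10 for male blood, and 2 of the 10 for female blood. The counts in cortex, blood and their interactions may therefore be no more than other groupings of the same libraries give (21 and 76 of 100 splits). The largest other counts were 1044 in cortex and 728 in blood, the latter from a split with all lane 3 libraries on 1 side, as was the 558 of blood in model 2. In female blood the split V17, V18 and V4 gave 667, and in the blood interaction the largest other count was 542. With lane in the model the true grouping gave 9 genes in blood, 104 in model 2, 149 in female blood and 117 for the interaction. Lane was not fitted to the other splits.

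All 421 named entries of the paper's supplementary blood table carry the name found by taking the number of the entry in a shorter gene table of 20611 of the 48709 genes, and all 777 unnamed ones have none there. Names looked up by position are therefore a likely cause, and 421 of 421 fit it. The values of the table belong to the identifiers.

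The canonical correlation of blood and cortex had a median of 0.969 with a single set of as many genes drawn at random. The choice of many genes with few libraries may give a correlation of this size without any nPM effect, as this set had it too. Other draws of genes were not made.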

How the results depend on the processing

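The settings in this part were set before the data were examined, except those named as chosen after seeing the values. For the counts of genes, 51 of 92 values with 1 library left out and 81 of 134 values of other settings stayed close to the first value by the criterion set for each result, and 41 and 53 did not. For 80 results of named genes, leaving out a library gave 561 of 647 values with the same call, 78 weaker, 8 stronger and 0 with the opposite sign. Other settings gave 652 of 754 with the same call, 75 weaker, 15 stronger and 12 with the opposite sign.

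In cortex, 128 genes were past the unadjusted cutoff in model 1, and 526 with genes counted in any library. The lower filter adds genes with counts in few libraries. With 1 library left out the count was 68 without V11 and 315 without V23, and 287 without V24. In model 2 the 419 genes became 1113 with that filter, 70 with males as reference and 142 with sum coding. Another reference tests another effect, that in males or the mean of both sexes. Leaving out a library gave 136 without V11 to 625 without V24. The 281 interaction genes became 787 with the filter, and 159 without V23 to 403 without V15.

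In blood, the 17 genes of model 1 became 106 with genes counted in any library, 7 with at least 10 counts, 9 with lane, 5 with all blood samples (1 of the 17 kept) and 2 with V4 left out in place of V2 (0 kept). With V17 left out in place of V2 there were 13, 0 of them among the 17. Leaving out a library gave 11 without V1 to 37 without V21. The 112 genes of model 2 became 279 with genes counted in any library, 64 with at least 10 counts, 70 with filterByExpr, 66 without RIN, 35 with males as reference (1 kept) and 26 with sum coding (15 kept), and 35 without V3 to 312 without V18. The 90 interaction genes became 323 with genes counted in any library and 53 with at least 10 counts, and 42 without V3 to 272 without V18. The cause of the moves with the lane and RIN covariates was not tested.

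In female cortex, 873 genes became 1642 with genes counted in any library, 419 with the contrast from the fit of both sexes, and 133 with the TEC percent as covariate (chosen after seeing the values, 12 kept). Leaving out a library gave 422 without V11 to 980 without V9. The 241 genes past the adjusted cutoff became 443 with DESeq2, 1280 with genes counted in any library, 0 with the contrast from both sexes and 11 with the TEC percent (0 kept), and 23 without V11 to 383 without V9. The contrast from both sexes takes the spread from all 12 libraries. The TEC percent separates the nPM from the control females completely, so with 6 libraries it largely takes the place of exposure. A gene changed by nPM would then be likely to lose its call. With limma voom and Storey's q-values (chosen after seeing the values) the 241 became 322, 239 of the 241 kept. In male cortex, 69 genes became 418 with genes counted in any library, 41 with at least 10 counts and 141 with lane, and 42 without V13 to 214 without V14.

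In female blood, 82 genes became 232 with genes counted in any library, 39 with at least 10 counts, 40 with filterByExpr, 39 without RIN, 149 with lane and 10 with all blood samples, and 54 without V1 to 762 without V18. V4 and V17 were not left out there, since 1 control would remain. In male blood, 35 genes became 20 with DESeq2, 212 with genes counted in any library, 17 with at least 10 counts, 23 with filterByExpr, 55 without RIN and 13 with lane, and 15 without V22 to 65 without V7. The cause was not tested.

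Female and male cortex shared 9 genes, 14 with DESeq2 and 4 without RIN. Female cortex and female blood shared 1 gene, 0 with DESeq2, 0 without RIN, 4 with lane, 2 with unadjusted p-values and 2 with Storey's q-values (chosen after seeing the values). The numbers of gene lists past camera, 9 in cortex and 6 in blood, were 0 and 0 with fry and 0 and 0 with an estimated correlation. The median canonical correlation of 0.978 was 0.962 with a penalty of 0.5 and 0.966 with genes that were not scaled (chosen after seeing the values). The cause was not tested.

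Of the values with the opposite sign, 6 came from the choice of blood samples. Mapkbp1 changed by -0.02 with all blood samples, -0.19 with V4 and -0.33 with V17 left out in place of V2, and Suds3 by 0.11, 0.07 and 0.41. With males as reference, Ttc14 changed by 0.15, Clk1 by 0.25, Gm23444 by 0.23 and Gm25395 by 0.12, where the effect tested is that in males. With the TEC percent as covariate (chosen after seeing the values), Gm37895 changed by 0.04 and Gm37534 by 0.64 in female cortex, signs that carry little weight because that covariate is nearly the same as exposure.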

Differences from the paper's values

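The alternatives in this part were set before the data were examined, except those named as chosen after seeing the values.

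In female blood the paper's number of genes with an adjusted p under 0.05 is 1, and here it was 2, Gm23444 and Rag1. It was 1 with limma voom and 1 without RIN. It was 2 with DESeq2, RLE normalization, at least 10 counts and the contrast from both sexes, 59 with genes counted in any library, 0 with filterByExpr and with all blood samples, 19 with lane, and 5, 6 and 570 without V1, V3 and V18.

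For cortex in model 2 the paper's number of such genes is 1, and here it was 0. It was 1 without V19 and 1 without V24, 2 without V9 or without V23, 169 with DESeq2 and 664 with genes counted in any library. All other settings gave 0, limma voom, males as reference and sum coding included. For blood in model 2 the paper's number is 1, and here it was 2. It was 1 without V22. It was 0 with limma voom, filterByExpr, all blood samples, males as reference and sum coding, and without V1, V3, V6 or V18. It was 2 with RLE normalization, at least 10 counts, no RIN and lane, and without V8. It was 3 with DESeq2 and without V5 or V7, 4 without V21, and 63 with genes counted in any library.

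The paper's number of genes shared by female cortex and female blood is 2, and here it was 1, Gm37534. With unadjusted p-values in cortex it was 2, Gm37534 and Gm5786. With limma voom and Storey's q-values, chosen after seeing the values, it was 2, Gm37534 and Rgl2. It was 1 with limma voom and RLE normalization, 0 with DESeq2 and without RIN, and 4 with lane.

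The paper's sparse canonical correlation chose 3 blood and 14 cortex genes, and here the medians were 15 and 57. A penalty of 0.1 gave 2 blood genes, near the paper's number, and 7 cortex genes. The other settings gave 40 and 151 (penalty of 0.5), 15 and 51 (genes by limma voom), 15 and 58 (without RIN), and 17 and 74 (genes not scaled, chosen after seeing the values). The genes of the paper's Fig. 4 were not chosen in most pairings. Arg1 was chosen in 1 of 100 pairings, Gm14061 in 1, Gm37472 in 4 and Rgs11 in 3, and the others in 0. Mkx had an unadjusted p of 0.00516 in model 2 and was not among the genes used.

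The paper's supplementary log2 fold change of Zxda in cortex is -2.61, and here it was -3.35, the largest difference of 24 compared (0.74). It was -2.61 with limma voom, -3.09 with DESeq2, -3.33 with filterByExpr, -3.20 without RIN, -3.11 with lane, -3.26 without V10 and -2.96 without V13, none of which differs by the criterion used. It was -3.34 with RLE normalization and with genes counted in any library, -3.76 to -3.34 with another library left out, and -1.75 without V24. Zxda had 3 to 268 counts.

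Of the genes the paper names for both female tissues, Gm37532 is not in the annotation, and Rgl2 was not shared. In female cortex it was past the unadjusted cutoff and had an adjusted p of 0.0637, which was under 0.05 with DESeq2 (0.0467), with genes counted in any library (0.00632) and without V9 (0.0492). In female blood its unadjusted edgeR p was 0.00898. It was past the unadjusted cutoff there with limma voom (0.00476), genes counted in any library (0.00211), lane (0.00221), the contrast from both sexes (0.00483) and without V18. In blood the paper's text names Wfdc6b and Suds3 as genes that changed. Wfdc6b had 0 counts, and Suds3 changed by -0.16 with an unadjusted edgeR p of 0.440, and was past the cutoff in no fit with 1 library left out. The identifiers beside these names belong to Cenpl and Mapkbp1, which were past the unadjusted cutoff. Tubb4b, which the paper shows as shared by female and male cortex, was shared with DESeq2 and with Storey's q-values only, among the settings for which the overlap was counted. The other filters and the fits with a library left out were not among them.

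The paper treats the first linear model's genes as changed by nPM in both tissues. The number in blood here, 17, is below the 49.9 that would pass if no gene responded.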

Other observations

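The observations in this part were made after seeing the data, and no test in them was set before, apart from the gene lists for both sexes together.

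Genes of tissues around the cortex were higher after nPM. The median log2 fold change in cortex was 0.30 for striatum genes (17 of 19 higher, adjusted camera p of 1.41e-05 and fry p of 0.649), 0.39 for choroid plexus genes (14 of 16 higher, 1.91e-05), 0.15 for hypothalamus and amygdala genes (0.00124) and 0.15 for meninges genes (0.00392). Thalamus genes had a median of 0.06 (0.0579), and interneuron genes of the medial and caudal ganglionic eminences 0.05 (0.283) and 0.00 (0.353). By sex, striatum genes had a median of 0.62 in males (1.65e-08) and 0.05 in females (0.298), and choroid plexus genes 0.64 in males (0.00278) and 0.17 in females (0.00604), so the rise of the striatum genes was nearly absent in females. Erythroid genes in cortex had a median of -0.12 (0.203) and neutrophil genes -0.03 (0.882). A dissection that kept more of these tissues in nPM animals may be part of this, and with the hypothalamus and amygdala genes in the model the log2 difference of Nr2f2 was 0.42, against 0.56 in the same fit without them.

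With all male libraries in the fit, the directions in females and males were more often opposite than the same. Over all 20857 genes tested in both sexes, 44.3% had the same sign and Spearman's rho was -0.117. Over the 872 genes past the unadjusted cutoff in females, 26.7% had the same sign, with a rho of -0.333. TEC genes had a median of -0.44 in females and 0.23 in males, sense intronic genes -0.39 and 0.18, and snoRNA genes -0.24 and 0.10. In males the direction depended on the libraries compared. As in females, TEC genes took less of the counts in nPM males V13 and V15 than in control males V14 and V16. The shares were 0.296 and 0.264% against 0.338 and 0.301%. Male V23 (nPM, 0.363%) against male V24 (control, 0.224%) went the other way. Amy1, Clk1, Eml5, Flna, Pnisr and Tia1 stayed higher in nPM males with any male library left out. A share of unspliced RNA that differs between libraries could give such opposite signs, since the female genes followed the TEC percent in the 6 male libraries (Spearman's rho of 0.943, exact permutation p = 0.0167). Nuclear RNA was not measured apart here.

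In female cortex, 2 lists were past both camera and fry, nuclear oxidative phosphorylation genes and hypothalamus and amygdala genes, each with an adjusted fry p of 0.00507. The latter list includes Hap1, 1 of the 3 genes with the smallest p in that comparison.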
